# Long non-coding RNA HOTAIR promotes cell migration by upregulating insulin growth factor–binding protein 2 in renal cell carcinoma

**DOI:** 10.1038/s41598-017-12191-z

**Published:** 2017-09-20

**Authors:** Hiromichi Katayama, Keiichi Tamai, Rie Shibuya, Mao Nakamura, Mai Mochizuki, Kazunori Yamaguchi, Sadafumi Kawamura, Tatsuo Tochigi, Ikuro Sato, Takamasa Okanishi, Kunie Sakurai, Wataru Fujibuchi, Yoichi Arai, Kennichi Satoh

## Abstract

Renal cell carcinoma (RCC) is one of the most lethal urologic cancers. About one-third of RCC patients already have distal metastasis at the time of diagnosis. There is growing evidence that Hox antisense intergenic RNA (HOTAIR) plays essential roles in metastasis in several types of cancers. However, the precise mechanism by which HOTAIR enhances malignancy remains unclear, especially in RCC. Here, we demonstrated that HOTAIR enhances RCC-cell migration by regulating the insulin growth factor-binding protein 2 (IGFBP2) expression. HOTAIR expression in tumors was significantly correlated with nuclear grade, lymph-node metastasis, and lung metastasis. High HOTAIR expression was associated with a poor prognosis in both our dataset and The Cancer Genome Atlas dataset. Migratory capacity was enhanced in RCC cell lines in a HOTAIR-dependent manner. HOTAIR overexpression accelerated tumorigenicity and lung metastasis in immunodeficient mice. Microarray analysis revealed that IGFBP2 expression was upregulated in HOTAIR-overexpressing cells compared with control cells. The enhanced migration activity of HOTAIR-overexpressing cells was attenuated by IGFBP2 knockdown. IGFBP2 and HOTAIR were co-expressed in clinical RCC samples. Our findings suggest that the HOTAIR-IGFBP2 axis plays critical roles in RCC metastasis and may serve as a novel therapeutic target for advanced RCC.

## Introduction

Renal cell carcinoma (RCC), which accounts for about 3% of all cancers in adults, is the most lethal of all urological malignancies^1^. One-third of RCC patients already have metastases at the time of diagnosis, and 20–30% of patients treated by radical nephrectomy will suffer metastasis or recurrence^2^. The prognosis of metastatic RCC is poor: the median survival is about 13 months^3^. Although recent developments in targeted therapy have improved survival rates for metastatic RCC, most patients still succumb to the disease. Therefore, new therapeutic approaches and prognostic factors are needed to treat advanced RCC.

Although numerous lncRNAs (non-coding RNAs longer than 200 nucleotides)^4^ have been identified as factors in cancer progression and the development and spread of metastases^5^, lncRNAs also regulate a wide variety of cell functions in normal tissue. Since many lncRNAs are differentially expressed in specific organs, tissues, or cancer types, lncRNAs are potential prognostic markers^4^.

Hox antisense intergenic RNA (HOTAIR), a lncRNA that acts as an oncogenic molecule in various types of cancer, is localized to the HOXC gene cluster. 

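The Agilent SurePrint G3 Human GE array used later in the study carries 14 probes between HOXC12 and HOXC11, both included, and its annotation places them on hg19. The HOTAIR probe, A_32_P168442, lies on the minus strand of chromosome 12 from 54356661 to 54356720, and its 60 bases read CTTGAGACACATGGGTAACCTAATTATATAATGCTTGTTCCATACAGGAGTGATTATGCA. In the RefSeq gene table of assembly GRCh38.p14, HOTAIR is listed as a lncRNA whose nearest listed neighbours are HOXC12 and HOXC11, followed by HOXC-AS3 and HOXC10. ACHN cells, a human RCC line, were profiled on 4 arrays after transduction with an empty vector (EV) and on 3 arrays after transduction with HOTAIR. On the log2 scale, after subtraction of each array's 75th percentile, the HOTAIR probe had a median of -6.70 on the EV arrays (from -7.07 to -6.29), where it was not well above background on any array, and of -3.12 on the HOTAIR arrays (from -3.24 to -2.58), where it was well above background on all of them. A pair of lincRNA probes on the same strand, from 54356419 to 54356478 and from 54356620 to 54356679, had medians of -5.25 and -5.40 on the EV arrays and of -1.57 and -2.19 on the HOTAIR arrays. A further minus-strand lincRNA probe, from 54356096 to 54356155, had similar medians in both groups, -1.71 on the EV arrays (from -1.97 to -1.35) and -1.63 on the HOTAIR arrays (from -1.80 to -1.30). The plus-strand lincRNA probe from 54360098 to 54360157 was well above background on every array, with a median of -0.30 on the EV arrays and -0.12 on the HOTAIR arrays. The probes of HOXC12 and HOXC11 were among the 8 that were not well above background on any array.

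**Figure D1:**
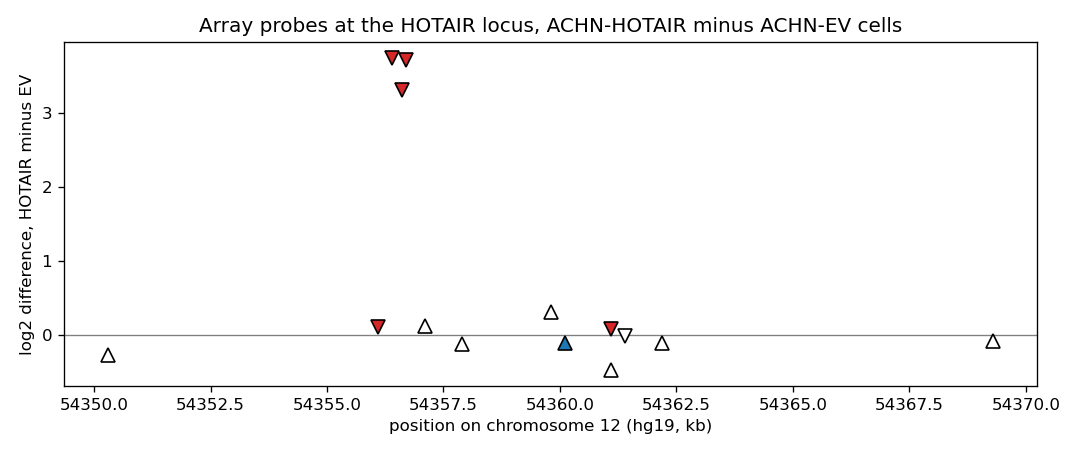
Difference between the mean log2 signal of the 3 ACHN-HOTAIR arrays and that of the 4 ACHN-EV arrays (y axis) for the 14 probes from HOXC12 to HOXC11, at their position on chromosome 12 of hg19 in kilobases (x axis). Triangles point down for minus-strand and up for plus-strand probes, and open triangles are probes that were not well above background on any array. The 3 raised probes, with log2 differences of 3.75, 3.32 and 3.71, are all on the minus strand.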

HOTAIR interacts with PRC2 (polycomb repressive complex 2) to enhance H3K27 trimethylation, and thereby decreases the expression of a large number of genes^6^. Several groups, including our laboratory, have reported that high HOTAIR expression is correlated with a poor prognosis in several types of cancer, including breast^7^, colorectal^8^, cervical^9^, non-small lung cell^10^, and gastric cancer^11^. However, the underlying mechanism by which HOTAIR is involved in malignancy remains uncertain. Many downstream molecules of HOTAIR have been identified: in breast cancer, HOTAIR increases cancer invasiveness and metastasis in a manner dependent on PRC2^7^. In esophageal squamous cell carcinoma, HOTAIR decreases WIF-1 expression and activates the Wnt/β-catenin signaling pathway, thus promoting cell migration^12^. In cervical cancer, HOTAIR promotes tumor growth and invasion by targeting the Notch pathway^13^. However, there are few reports addressing HOTAIR’s molecular mechanism in RCC.

Insulin growth factor-binding protein 2 (IGFBP2) belongs to a family of six IGF-binding proteins, IGFBP1–6. These proteins bind to IGF1 and IGF2. 

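The array annotation (hg19) places the IGFBP2 probe, A_23_P119943, on the plus strand of chromosome 2 from 217529086 to 217529145, with the sequence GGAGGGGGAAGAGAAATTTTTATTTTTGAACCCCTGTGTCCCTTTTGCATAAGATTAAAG. In the RefSeq gene table of GRCh38.p14 the next gene listed after IGFBP2 is IGFBP5, whose probe lies on the minus strand of the same chromosome from 217537167 to 217537226. The probes of IGFBP1 and IGFBP3 lie on chromosome 7, that of IGFBP4 on chromosome 17 and that of IGFBP6 on chromosome 12. In ACHN cells the log2 signal of IGFBP2, relative to each array's 75th percentile, had a median of -4.17 on the 4 EV arrays (from -4.24 to -4.03) and of -1.73 on the 3 HOTAIR arrays (from -2.11 to -1.51). For IGFBP1 the medians were -5.19 and -4.93, for IGFBP3 0.92 and 1.19, for IGFBP4 -2.36 and -2.47, and for IGFBP6 2.57 and 2.79, each on the EV and then on the HOTAIR arrays. The ranges of these 4 genes overlapped between the groups, and limma gave them adjusted p-values of 0.936, 0.993, 0.983 and 0.983. IGFBP5 was well above background on 2 of the EV arrays and 1 of the HOTAIR arrays and was not tested, with medians of -5.45 and -5.12. IGF1 and IGF2 were not well above background on any array, although the IGF2 probe on chromosome 11 had a higher median on the HOTAIR arrays, -5.37 (from -5.68 to -5.24), than on the EV arrays, -6.74 (from -7.18 to -6.56), and its other probe did not.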

The IGFBP2 expression is elevated in many cancer types, in both tumor cells and plasma^14–16^. Although conventionally known as the IGF regulatory protein, IGFBP was recently demonstrated to have pro-tumorigenic activity that is independent of IGF signaling in glioma cells: IGFBP2 contributes to cancer progression by enhancing MMP2 (matrix metalloprotease 2) gene transcription and, in turn, tumor-cell invasion^17^. IGFBP2 also binds integrin alpha 5 and activates pathways downstream of integrin, increasing cell motility^18^. Exogenous IGFBP2 promotes glioma-cell proliferation and invasion capability via the ERK pathway, which is activated by integrin β1 signaling^19^. However, it is not known how IGFBP2 is regulated in cancer cells, or whether IGFBP2 has oncogenic activity in RCC.

In this study, we analyzed correlations between HOTAIR expression and clinical characteristics in 64 RCCs. We clarified HOTAIR’s role in RCC and identified IGFBP2 as a molecule downstream of HOTAIR that is involved in RCC migratory capacity and prognosis.

## Results

### HOTAIR expression and clinicopathological characteristics in RCC

To evaluate correlations between HOTAIR expression and clinical characteristics, we examined the HOTAIR expression in 64 RCCs and their corresponding normal renal tissues using quantitative real-time PCR. We analyzed clinicopathological features such as age, gender, stage, T stage, N stage, M stage, nuclear grade, and vascular invasion, and measured the tumor HOTAIR expression relative to that in corresponding normal tissues. The cut-off point was determined according to the survival receiver operating characteristic (ROC) curve; tumors with HOTAIR levels at least 1.2-fold higher than that in the corresponding normal tissue were defined as high-expression, and those with HOTAIR levels below this threshold were defined as low-expression (Fig. 1A). We found that HOTAIR expression was associated with vascular invasion, nuclear grade, lymph-node metastasis, and distant metastasis (Table 1). Next, we analyzed the relationship between HOTAIR expression and patient prognosis using the Kaplan-Meier method. HOTAIR expression was significantly associated with a shorter survival in RCC patients (Fig. 1B). These results suggested that high HOTAIR expression indicates a poorer prognosis in RCC. To confirm this correlation, we searched TCGA and obtained the gene expression data and patient prognosis for 521 samples. Again, we found that high HOTAIR expression was significantly correlated with a poor prognosis (Fig. 1C). These data indicated that HOTAIR plays a critical role in RCC.

**Figure 1:**
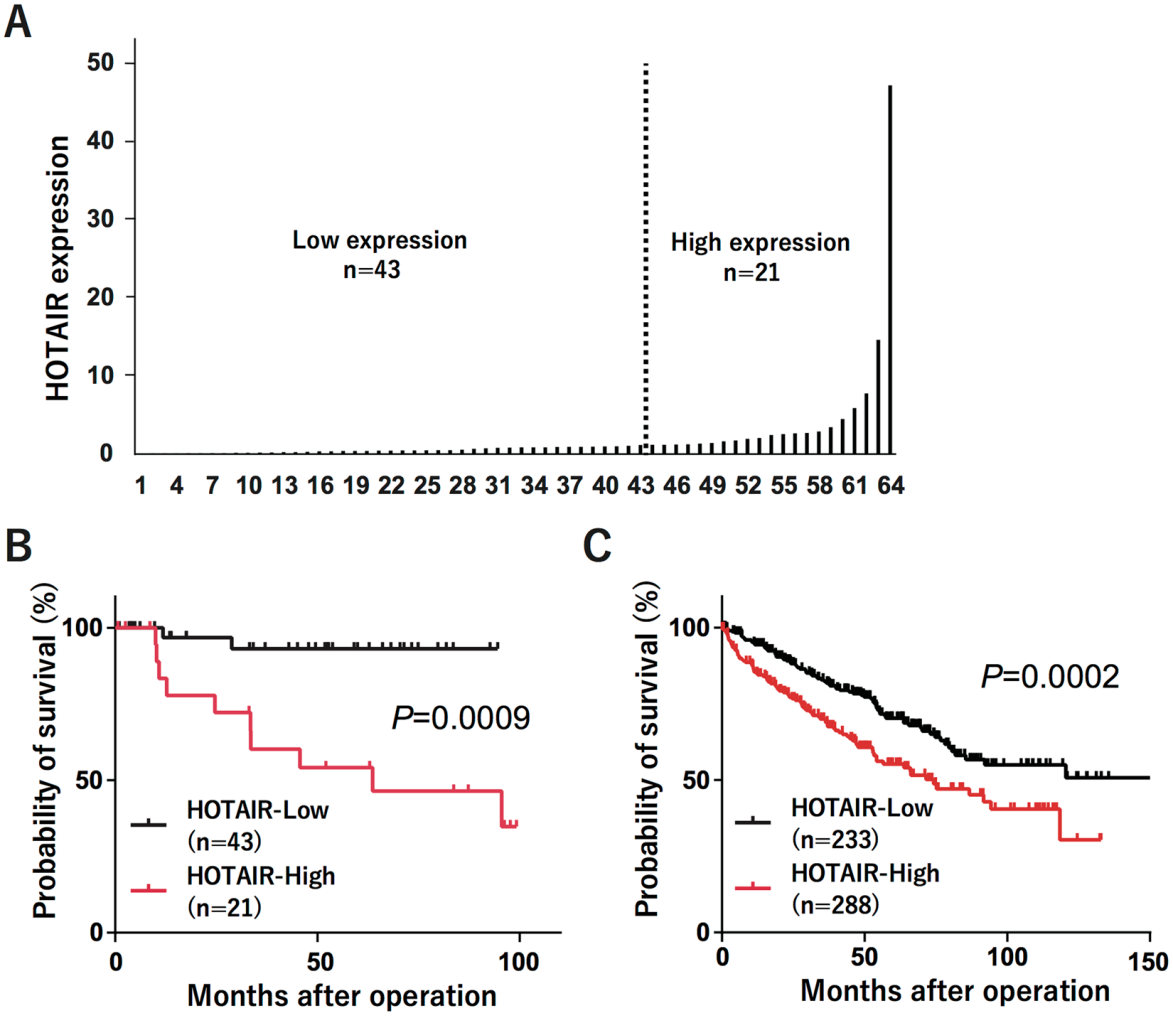
HOTAIR expression in RCCs (**A**) HOTAIR expression in 64 RCCs and their corresponding normal renal tissues was measured by quantitative real-time PCR. (**B**) Kaplan-Meier curves for cancer-specific survival according to HOTAIR expression in 64 RCC patients. (**C**) Kaplan-Meier curves for overall survival ratio according to HOTAIR expression in the RCC patient dataset obtained from TCGA (n = 521). Differences between groups were compared by log-rank test.

**Table 1:** HOTAIR expression and clinicopathological characteristics in RCC.

Group	HOTAIR-Low N = 43 (%)	HOTAIR-High N = 21(%)	*P*-value^a^
Age			0.787
≥60 years	29 (67)	13 (61)	
<60 years	14 (33)	8 (39)	
Sex			0.16
Male	27 (63)	17 (81)	
Female	16 (37)	4 (19)	
Types of nephrectomy			0.153
Radical	26 (60)	17 (81)	
Partial	17 (40)	4 (19)	
Fuhrman’s nuclear grade			**0.0038**
Grades 1–2	40 (93)	13 (61)	
Grades 3–4	3 (7)	8 (39)	
Vascular invasion			**0.0138**
No	31 (72)	8 (39)	
Yes	12 (28)	13 (61)	
Tumor diameter			0.057
<4 cm	19 (44)	4 (19)	
≥4 cm	24 (56)	17 (81)	
T stage			0.068
T1 + T2	35 (81)	12 (57)	
T3 + T4	8 (19)	9 (43)	
N stage			**0.0027**
N0	43 (100)	16 (76)	
N1–2	0 (0)	5 (24)	
M stage			**0.0135**
M0	39 (91)	13 (61)	
M1	4 (9)	8 (39)	
TNM stage			**0.0025**
Stage I-II	32 (74)	7 (33)	
Stage III-IV	11 (26)	14 (67)	

^a^The statistical significance of differences between two groups was estimated by Fisher’s exact test.

### Enhanced RCC-cell migration by HOTAIR *in vitro*

Since high HOTAIR expression was significantly associated with metastasis and prognosis in patients with RCC, we used two human RCC cell lines to generate cells that stably overexpressed HOTAIR (Fig. 2A,B). These HOTAIR-transduced cells overexpressed HOTAIR at levels 6-fold higher (ACHN-HOTAIR) and 30-fold higher (A498-HOTAIR) than did empty vector (EV)–transduced cells. In Caki-1 cells, which had higher endogenous HOTAIR expression than the ACHN or A498 RCC cell lines (Supplementary Fig. S1), knocking down HOTAIR by transfection with small interfering RNA (siRNA) decreased the HOTAIR expression by 55–66% (Fig. 2C).

**Figure 2:**
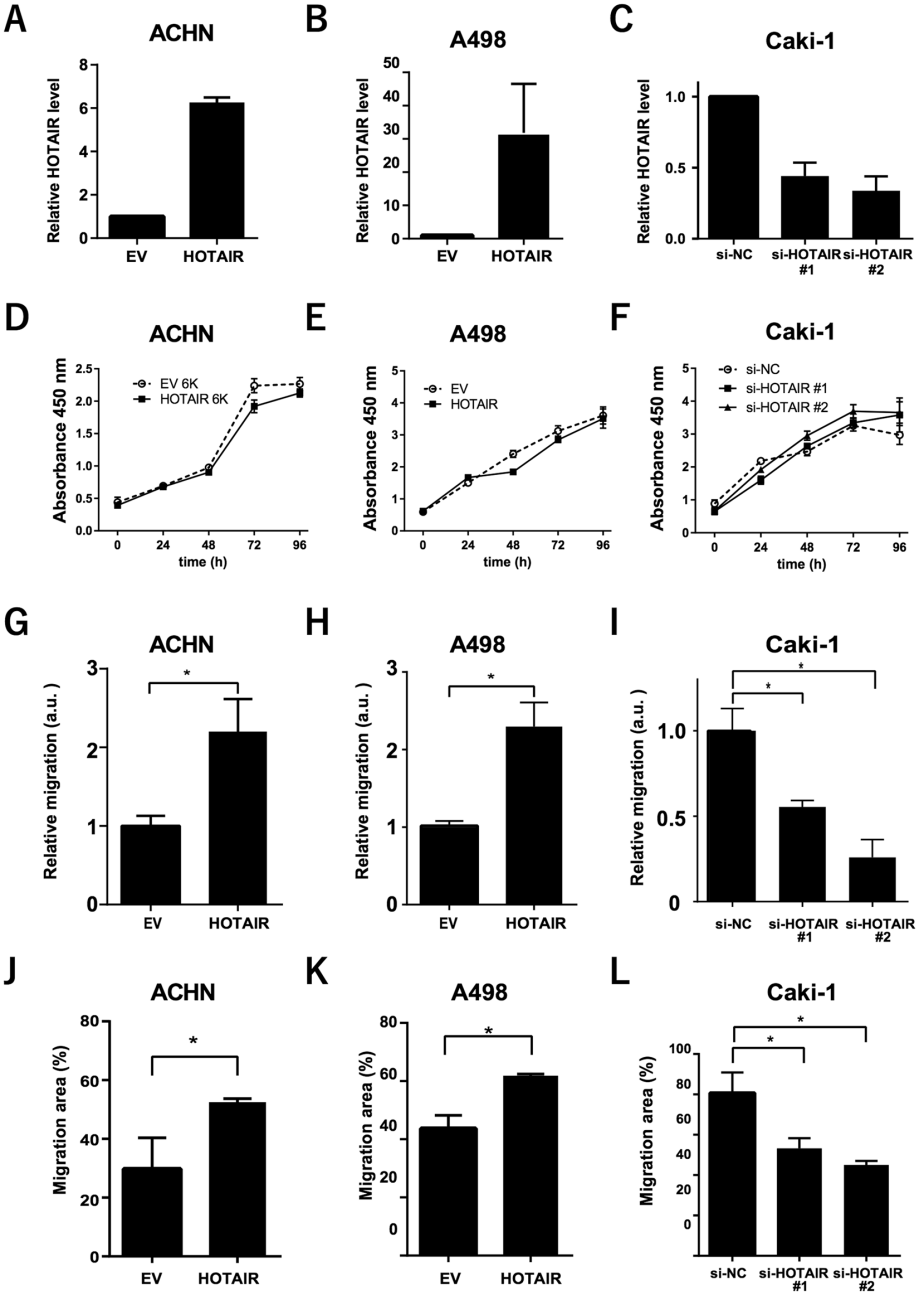
HOTAIR enhanced the migration of RCC cells *in vitro* (**A**,**B**) HOTAIR expression in ACHN and A498 cells transduced with a HOTAIR-overexpressing (HOTAIR) or empty vector (EV), determined by real-time PCR. (**C**) HOTAIR expression levels in HOTAIR-targeted siRNA-transfected Caki-1 cells, determined by real-time PCR. (**D**,**E**, and **F**) Cell-proliferation CCK-8 assays in the indicated cell lines. (**G**,**H**, and **I**) Two-chamber assays using HOTAIR-overexpressing (**G**,**H**) or knockdown cells (**I**) in arbitrary units (a.u.). (**J** to **L**) Wound-healing assays. *P < 0.05, Mann-Whitney *U* test.

We assayed the effect of HOTAIR on cell proliferation using a cell-counting kit and found that the HOTAIR overexpression in ACHN and A498 cells did not alter their proliferation compared to control cells (Fig. 2D,E). HOTAIR siRNA knockdown did not affect cell proliferation in Caki-1 cells (Fig. 2F).

We evaluated HOTAIR’s role in migratory capability with a two-chamber assay and found that the migrated cells included significantly more HOTAIR-transduced than EV-transduced ACHN and A498 cells (Fig. 2G,H, and Supplementary Figure S2), and significantly fewer HOTAIR-knockdown than control Caki-1 cells (Fig. 2I). Similarly, a wound-healing assay showed that migration capacity was significantly enhanced by HOTAIR overexpression, but diminished by its knockdown (Fig. 2J–L). These data indicated that HOTAIR plays a critical role in the RCC cells’ migratory capacity.

### Effect of HOTAIR overexpression on ACHN cells *in vivo*

To evaluate the malignant characteristics of HOTAIR-expressing cancer cells *in vivo*, we assayed their tumorigenicity using NOD/Shi-scid-IL2Rγ^null^ (NOG) mice. When injected subcutaneously, HOTAIR-overexpressing cells grew faster than control cells (Fig. 3A). HOTAIR overexpression in cells introduced by tail-vein injection (Fig. 3B,C) or orthotopic xenograft (Fig. 3D,E) significantly increased the number of lung metastases. These data suggested that HOTAIR overexpression enhanced the colonization and metastasis of RCC cells *in vivo*.

**Figure 3:**
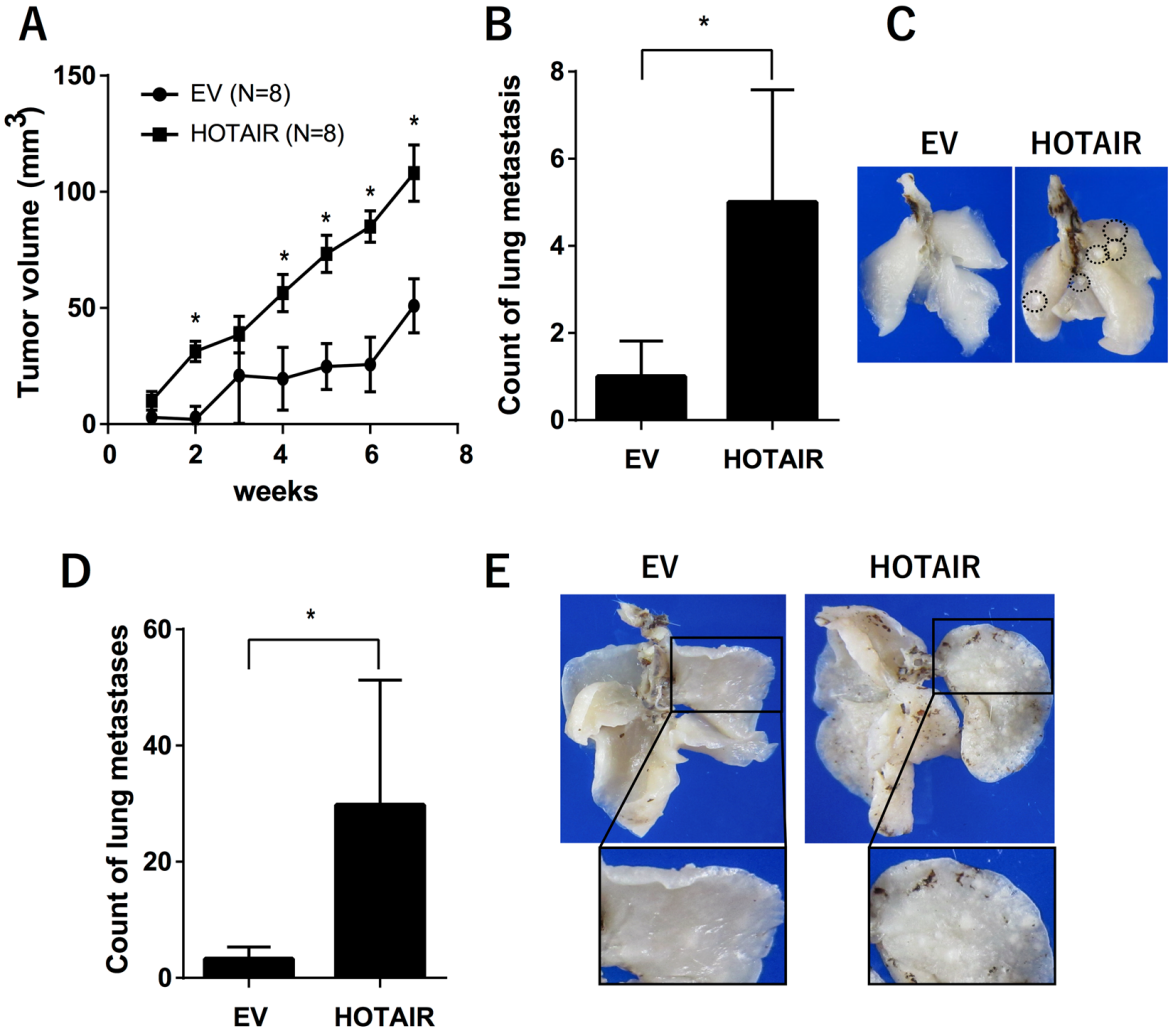
*In vivo* effects of HOTAIR overexpression in ACHN cells (**A**) Tumorigenicity was assayed by injecting HOTAIR-overexpressing or control cells subcutaneously into NOG mice; graph shows average tumor volume and standard error. (**B**) HOTAIR-overexpressing or control cells injected into the tail vein of NOG mice; 24 weeks later, metastatic pulmonary nodules were counted microscopically. (**C**) Representative images of lung metastatic nodules resulting from tail-vein injections; the dotted circles indicate metastatic foci. (**D**) Mice received orthotopic xenografts of HOTAIR-overexpressing or control cells, and pulmonary nodules were counted microscopically 14 weeks later. (**E**) Representative images of lung metastatic nodules in the orthotopic xenograft assay; the dotted circles indicate metastatic foci^*^.*P* < 0.05, Mann–Whitney *U* test.

### Induction of IGFBP2 expression by HOTAIR

Since our results showed that HOTAIR regulates cancer invasiveness and metastasis both *in vitro* and *in vivo*, we identified invasiveness-related genes that were upregulated in our microarray data for HOTAIR-overexpressing cells and were reported to be potentially oncogenic. 

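The microarray data compare ACHN cells, a human RCC line, transduced with an empty vector (ACHN-EV) with ACHN cells transduced with HOTAIR (ACHN-HOTAIR). RNA of 4 ACHN-EV samples (EV 1 to EV 4) and 3 ACHN-HOTAIR samples (HOTAIR 1 to HOTAIR 3) was labelled with a single dye and hybridised to the SurePrint G3 Human GE array, with 1 sample per array. The paper's text does not state whether the samples of a group are separate transductions or separate cultures. All 7 arrays lay on 1 slide and were read in 1 scan, with the EV arrays in 1 row of the slide and the HOTAIR arrays in the other, so that slide row and group cannot be told apart. The authors deposited the intensity of every spot as Feature Extraction wrote it, with the background subtracted and no scaling between arrays, and a table of the same intensities in which all 440783 cells lay within 0.6% of the scanner values. The intensity at the 75th percentile ranged from 523 to 649 on the EV arrays (median 550) and from 552 to 640 on the HOTAIR arrays (median 561). The share of probes well above background ranged from 48.7% to 50.9% on the EV arrays (median 49.9%) and from 49.7% to 52.2% on the HOTAIR arrays (median 51.2%), and 0 spots were saturated. The precision is limited by the number of arrays.
The methods name the logarithmic scale and the rank product algorithm, and the statistics section names the Mann-Whitney U test at a limit of 0.05 for all data, whose smallest exact two-sided p is 0.0571 for 3 arrays against 4. The paper's text names no scaling between arrays, no filter on dim probes and no limit for the rank product. Here the log2 of the processed intensity was taken and each array's 75th percentile over the non-control spots was subtracted, spots marked as outliers were left out and spots of the same probe were averaged. Of 42405 probes, the 20419 that were well above background on every array of at least 1 group entered the comparison of HOTAIR with EV, which used limma with Benjamini-Hochberg adjustment and, separately, the rank product. Where a probe was not well above background on any array of a group, its fold is a bound computed against a floor. The floor is the lowest signal among the probes well above background on each array of that group. The probe's own signal was used where this was higher. Such a bound holds for this floor only and is not a firm minimum. Other probes were not well above background at higher signals, such as a lincRNA probe at the HOTAIR locus with -5.01 on EV 2.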

After a search of the literature for each of the 11 genes that were upregulated most strongly in HOTAIR-overexpressing cells, as identified by the rank product algorithm, we chose IGFBP2 for further analysis because it has been identified as a key factor in malignancy, especially in cancer invasiveness (Fig. 4A)^17–19^. 

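Every HOTAIR array was set against every EV array, which gives 12 comparisons, and the probes were ranked by the geometric mean of their ranks. At a percentage of false positives under 0.05 from 100 permutations, 52 probes were higher in the ACHN-HOTAIR cells and 33 were lower. Arrays were also simulated with no change, each probe's own spread and independent noise. On 7 such arrays the same ranking called 38 probes higher and 64 lower at this threshold. The 11 highest genes, each placed by its best probe, were a lincRNA at the HOTAIR locus on chromosome 12, HOTAIR, CPVL, UBE2DNL, a lincRNA on chromosome X, AKR1B15, AKR1B10, CR2, DNAH10, IGFBP2 and KIT, of which the chromosome X lincRNA, CR2, DNAH10 and KIT are named only because of this rank. The first of these lincRNAs has 1 probe that overlaps the HOTAIR probe on the same strand. Of the 11 genes, 6 are among those of Fig. 4A, and IGFBP2 had rank 10. With no filter on dim probes, 19 of 42391 probes were higher and IGFBP2 had rank 17. Among the settings that kept all arrays, this one changed the number of higher probes most. All 10 labels of Fig. 4A that match a probe name on the array then lay within the 17 highest genes, while LOC101927156 matched none. The number of Fig. 4A genes among the 11 highest was 7 with no filter. It was 3 with normexp background correction, and also 3 when only probes well above background on all arrays were kept. Between 19 and 29 probes were higher when EV 1, EV 3 or any HOTAIR array was left out, 51 without EV 2 and 71 without EV 4.
By limma, 34 probes of 32 genes had an adjusted p under 0.05, 27 of them higher and 7 lower in the ACHN-HOTAIR cells, and 24 of the 34 differed at least 2-fold. All 34 separated the 3 HOTAIR arrays from the 4 EV arrays, as did 7.70% of the tested probes, where chance gives 5.71%, and 26 of them were also called by the rank product. At an unadjusted p under 0.05 there were 1194 probes, where 1021 are due to chance alone. The number called by limma was 9 without EV 1, between 10 and 12 without EV 3, EV 4 or any HOTAIR array, and 31 without EV 2. It was 12 with normexp background correction and 324 with limma's array weights, an alternative chosen after the data were seen.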

Western blots and real-time PCR results confirmed that IGFBP2 was upregulated in the ACHN-HOTAIR cells (Fig. 4B,C). Together, these results suggested that IGFBP2 acts downstream of HOTAIR in RCC.

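The array holds 1 probe under the name of HOTAIR, which a lincRNA probe on the same strand overlaps, and its log2 signal relative to the array's 75th percentile was -6.69 ± 0.39 (SD, n = 4) in the ACHN-EV cells and -2.98 ± 0.35 (SD, n = 3) in the ACHN-HOTAIR cells. The log2 difference was 3.71 (SE 0.25, adjusted p = 0.00162 by limma with Benjamini-Hochberg adjustment). Because the probe was not well above background on any EV array, its fold in the ACHN-HOTAIR cells is a bound, 9.46-fold higher. This bound holds for the floor used and was 2.01-fold with normexp background correction. IGFBP2 was well above background on all 7 arrays, with -4.15 ± 0.098 (SD, n = 4) in the ACHN-EV cells and -1.78 ± 0.31 (SD, n = 3) in the ACHN-HOTAIR cells. Its log2 difference was 2.37 (SE 0.16, adjusted p = 0.00162 by limma), which is 5.15-fold. For both genes every HOTAIR array lay above every EV array (exact permutation test, two-sided, p = 0.0286, the smallest p that 3 arrays against 4 allow). With each array left out in turn, the log2 difference stayed between 3.51 and 3.84 for HOTAIR and between 2.23 and 2.53 for IGFBP2, and the highest adjusted p-values by limma were 0.022 and 0.0245. The setting that moved both most was normexp background correction, with log2 differences of 1.06 for HOTAIR and 1.22 for IGFBP2. That setting also adds 50 to every intensity, which by itself lowers log2 differences, most of all for dim probes. The correction and the added 50 were not tested apart. From the upregulation of IGFBP2 on the arrays, by real-time PCR and on western blots (Fig. 4A–C), the paper proposes that IGFBP2 lies downstream of HOTAIR in RCC.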

**Figure 4:**
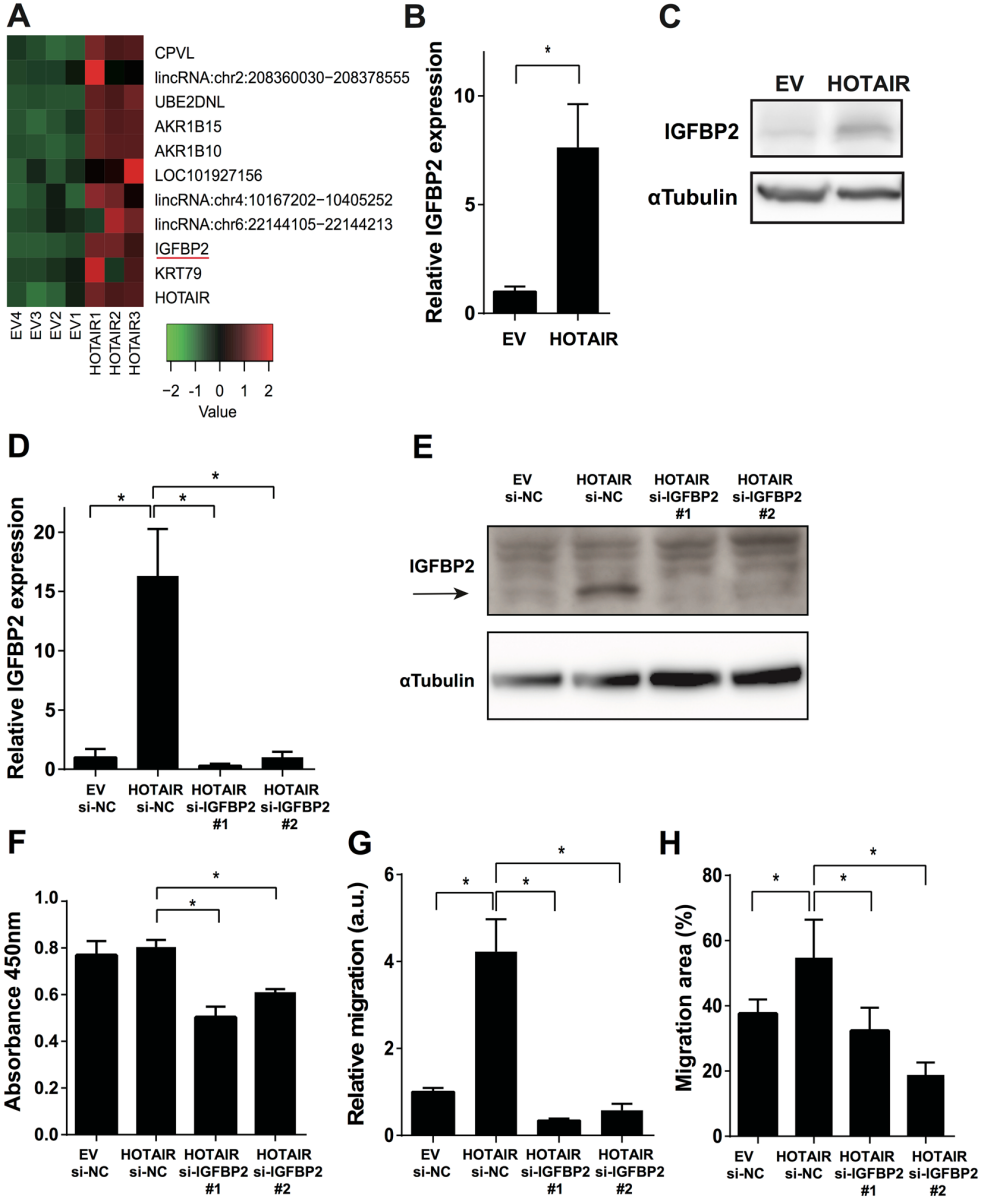
s migration in HOTAIR-expressing cells was attenuated by IGFBP2 knockdown (**A**) Heatmap showing the expression profiles of 11 genes in HOTAIR-overexpressing (HOTAIR1–3) and control (EV1–4) ACHN cells as determined by microarray analysis using the rank product algorithm. Red and green indicate higher and lower expression, respectively. (**B**, **C**) IGFBP2 expression was determined by real-time PCR (**B**) and western blotting (**C**) in HOTAIR-overexpressing ACHN cells (HOTAIR) and control cells (EV). (**D**) IGFBP2 expression was determined by real-time PCR in ACHN-EV cells transfected with control siRNA, ACHN-HOTAIR cells transfected with control siRNA, and ACHN-HOTAIR cells transfected with siRNA against HOTAIR. (**E**) IGFBP2 level in ACHN cells was measured by western blotting. (**F**) ACHN cells were transfected with the indicated siRNA, and cell proliferation was assayed 72 h later by CCK-8. (**G**, **H**) Migration measured by two-chamber assay (**G**) and wound-healing assay (**H**) in ACHN cells transfected with siRNA against IGFBP2 as indicated in (**D**); a. u., arbitrary units. *P < 0.05 by Mann-Whitney *U* test. Unprocessed original scans of blots are shown in Supplementary Figure S6.

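The log2 signals of the other genes in the heatmap, relative to each array's 75th percentile, fall into a group that was measured on every HOTAIR array and a group that was not. CPVL (probe on chromosome 7 of hg19 from 29105671 to 29105730) was not well above background on any EV array, with -6.65 ± 0.29 (SD, n = 4). CPVL had -3.75 ± 0.21 (SD, n = 3) in the ACHN-HOTAIR cells, with a bound of 5.57-fold for the floor used (adjusted p = 0.00157 by limma). UBE2DNL (chromosome X, from 84189670 to 84189729) rose in the same way, from -7.35 ± 0.17 (SD, n = 4) to -4.53 ± 0.22 (SD, n = 3). Its bound for the floor used was 3.88-fold (adjusted p = 0.000487 by limma). Neither gene passed an adjusted p of 0.05 with normexp background correction, where their log2 differences were 0.52 and 0.46. Their bounds with that correction were 1.42-fold for CPVL and 1.35-fold for UBE2DNL. The 50 that this setting adds to every intensity by itself lowers the differences of dim probes. AKR1B15 and AKR1B10 are listed near each other on chromosome 7 in GRCh38.p14, with a lncRNA between them. The AKR1B15 probe, which the array annotation also pairs with a transcript of AKR1B10, had -2.63 ± 0.13 (SD, n = 4) and 0.046 ± 0.033 (SD, n = 3), a log2 difference of 2.67 (adjusted p = 0.000185 by limma). For AKR1B10 the values were -1.33 ± 0.20 (SD, n = 4) and 1.28 ± 0.081 (SD, n = 3), a log2 difference of 2.61 (adjusted p = 0.000487 by limma), and its other probe gave 2.58.
The other matched labels were not well above background on any EV array and only on some HOTAIR arrays, so they did not enter the test. The lincRNA probe on chromosome 2 (minus strand, from 208364652 to 208364711) had -0.55 on HOTAIR 1, but -6.08 on HOTAIR 2 and -5.48 on HOTAIR 3, where it was not well above background. The lincRNA probe on chromosome 4 (plus strand, from 10377726 to 10377785) had -3.70 on HOTAIR 1 and -3.84 on HOTAIR 2, and -5.45 on HOTAIR 3, where it was not well above background. On every HOTAIR array both probes lay above all EV arrays (exact permutation p = 0.0286 for both). The lincRNA probe on chromosome 6 (minus strand, from 22144106 to 22144165) had -1.90 on HOTAIR 2 and -2.98 on HOTAIR 3, and -7.50 on HOTAIR 1, within the range of the EV arrays from -7.54 to -6.42 (exact permutation p = 0.114). KRT79 (chromosome 12, from 53215321 to 53215380) had -1.56 on HOTAIR 1 and -3.66 on HOTAIR 3, and -7.17 on HOTAIR 2, within the range of the EV arrays from -7.41 to -6.69 (exact permutation p = 0.0857). On 4 of these 7 bright array positions the surrounding spots were raised more often than around 97.65% or more of 2000 random positions. Probes on the opposite strand of the chromosome 2 and chromosome 6 intervals were well above background on every array, with log2 differences of -0.10 and 0.17 and adjusted p-values of 0.993 for both by limma. The first of these changed sign, to 0.023 with normexp background correction and to 0.026 without EV 4, and the other fell to -7.5e-05 without EV 2.

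**Figure D2:**
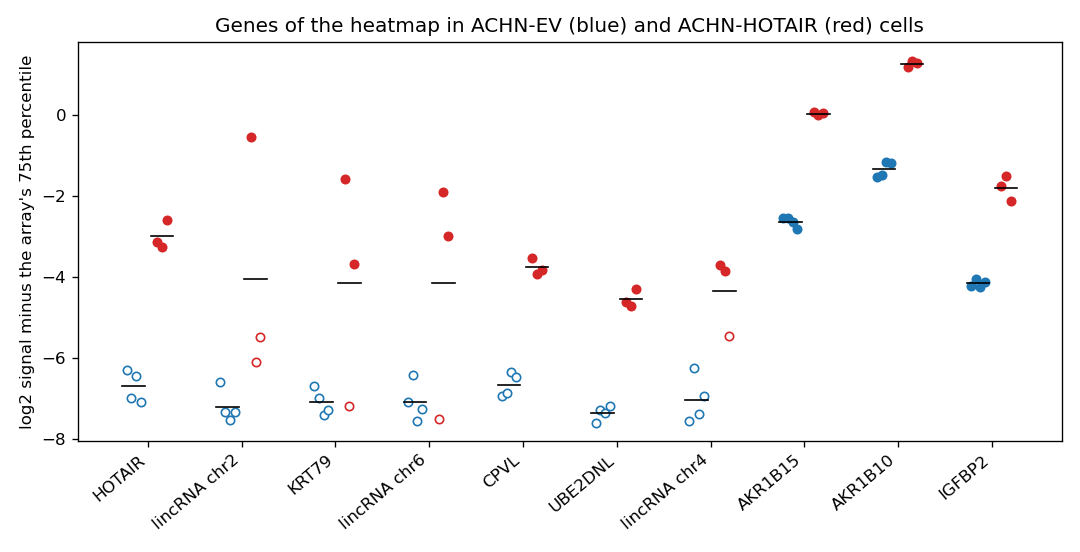
Log2 signal minus the array's 75th percentile (y axis) for 10 genes of the heatmap (x axis) on the 4 ACHN-EV arrays (blue) and the 3 ACHN-HOTAIR arrays (red). Each point is 1 array, filled where the probe was well above background and open where it was not, and black bars are group means. The chromosome 2 lincRNA is raised to -0.55 on HOTAIR 1 alone, while AKR1B10 lies between 1.19 and 1.35 on all 3 HOTAIR arrays.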

### Attenuation of the enhanced migration of HOTAIR-overexpressing cells by IGFBP2 knockdown

To test whether IGFBP2 regulates the migratory ability downstream of HOTAIR, we transfected ACHN-HOTAIR cells with siRNAs to knockdown the *IGFBP2* gene, and confirmed that the IGFBP2 expression was significantly reduced in the transfected cells compared to control cells (Fig. 4D,E). Cell-proliferation assays revealed that 72 h after transfection, the proliferation was slightly reduced in the IGFBP2-knockdown cells compared to cells transfected with control siRNA (Fig. 4F). Cell migration was clearly reduced in IGFBP2-knockdown cells compared to cells transfected with control siRNA, in both the two-chamber (Fig. 4G) and scratch assay (Fig. 4H). We also tested HOTAIR-overexpressing A498 cells. As with ACHN cells, IGFBP2 was upregulated by HOTAIR overexpression in A498 cells, and the ability of these cells to migrate was dependent on IGFBP2 (Supplementary Figure S3, A to C). These results suggested that the migration of HOTAIR-overexpressing cells was mainly dependent on IGFBP2.

### Correlation of HOTAIR expression with IGFBP2 in RCC tissues

To determine whether HOTAIR expression was correlated with IGFBP2 expression in human RCC tissues, we extracted the total RNA from resected RCC tissues and measured the IGFBP2 and HOTAIR expression by real-time PCR. We found that the IGFBP2 expression was positively correlated with the HOTAIR expression in RCC tissues (Table 2, Fisher’s exact test).

**Table 2:** Correlation of the HOTAIR and the IGFBP2 expression in RCC.

N = 64	HOTAIR-Low	HOTAIR-High	*P*-value^*^
IGFBP2-Low	20 (31%)	12 (19%)	**0.04**
IGFBP2-High	11 (17%)	21 (33%)	

^*^Fisher’s exact test.

We used *in situ* hybridization (ISH) and immunohistochemistry (IHC) to confirm the HOTAIR and IGFBP2 co-expression in RCC tissues. Figure 5 shows representative serial sections that underwent hematoxylin and eosin (HE) staining, ISH for HOTAIR, and IHC for IGFBP2. The section contained a typical clear-cell RCC with a low nuclear grade, and another with sarcomatoid differentiation and a high nuclear grade (Fig. 5A). In the low-grade tumor area, ISH and IHC detected only slight levels of HOTAIR and IGFBP2 (Fig. 5D,E,I,J). Higher levels of HOTAIR and IGFBP2 were detected in the high-grade tumor area (Fig. 5G–J).

**Figure 5:**
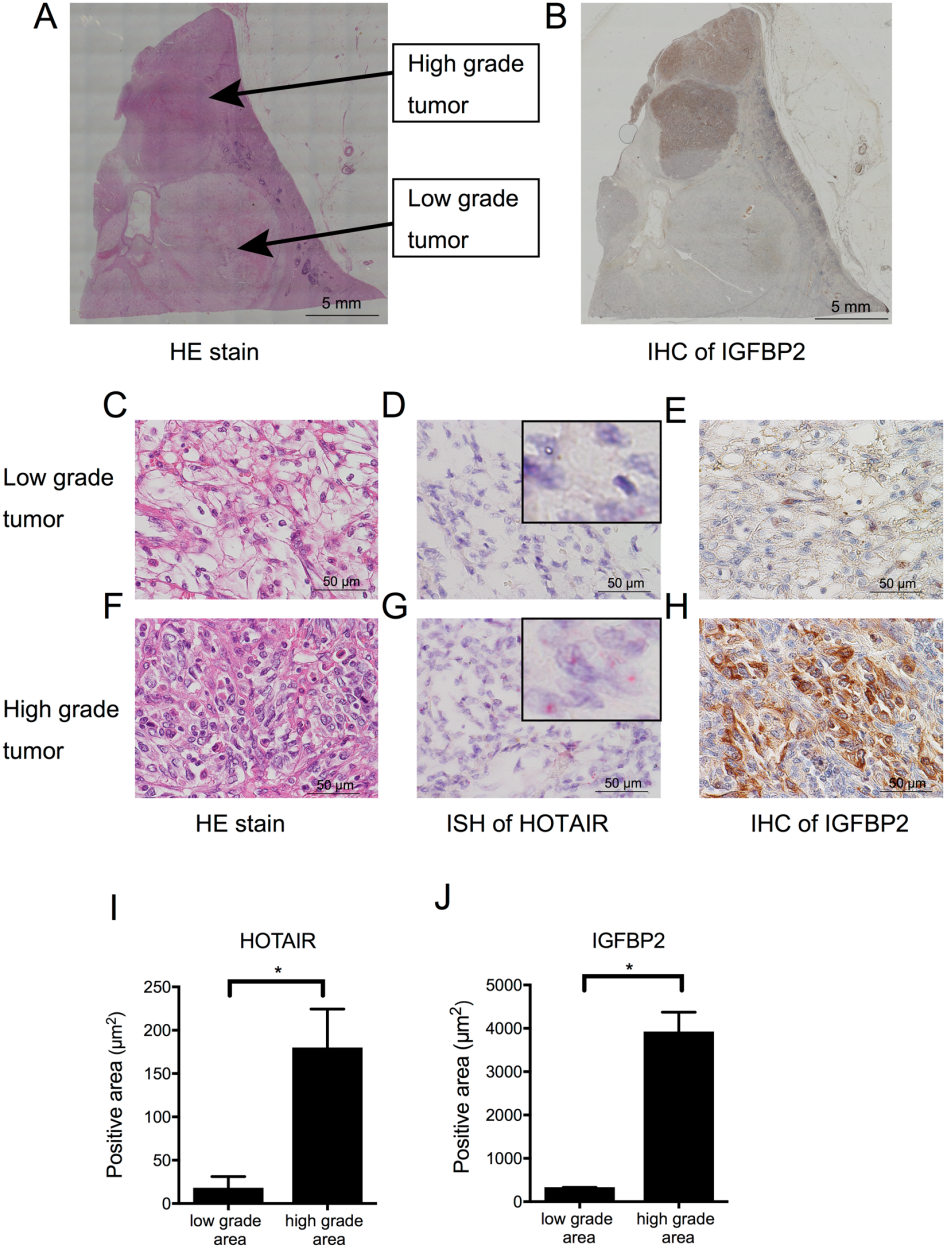
HOTAIR and IGFBP2 colocalization in high-grade tumor areas (**A**) Whole-section, low-magnification view of an HE-stained renal-cell carcinoma containing both low-grade and high-grade tumors. (**B**) Immunohistochemistry (IHC) for IGFBP2, at low magnification. (**C** to **E**) Serial sections of the low-grade tumor area at high magnification, showing HE staining (**C**), ISH for HOTAIR (**D**), and IHC for IGFBP2 (**E**). (**F** to **H**) Serial sections of the high-grade tumor area at high magnification, showing HE staining (**F**), ISH for HOTAIR (**G**), and IHC for IGFBP2 (**H**). The black arrowheads indicate dot-like positive staining of HOTAIR. (**I** and **J**) Quantification of areas positive for HOTAIR (ISH, red) and IGFBP2 (IHC, brown) using ImageJ software. Total eight areas were randomly selected from low- and high-grade tumor areas. *P < 0.001.

### IGFBP2 is a prognostic factor in RCC

Finally, we investigated whether IGFBP2 was correlated with RCC prognosis. In our dataset, high IGFBP2 expression determined by real-time PCR was significantly associated with a poor prognosis (Fig. 6A). To confirm this correlation, we searched TCGA and obtained the gene expression data and patient prognosis for 521 samples. Again, we found that high IGFBP2 expression was significantly correlated with a poor prognosis (Fig. 6B). Interestingly, the group with high levels of both HOTAIR and IGFBP2 had the poorest prognosis (Supplementary Fig. S4). The prognosis for the HOTAIR^low^-IGFBP2^high^ group was almost the same as that for the HOTAIR^low^-IGFBP2^low^ group. (Fig. 6C). These data indicated that the regulation of IGFBP2 by HOTAIR is critical in RCC development.

**Figure 6:**
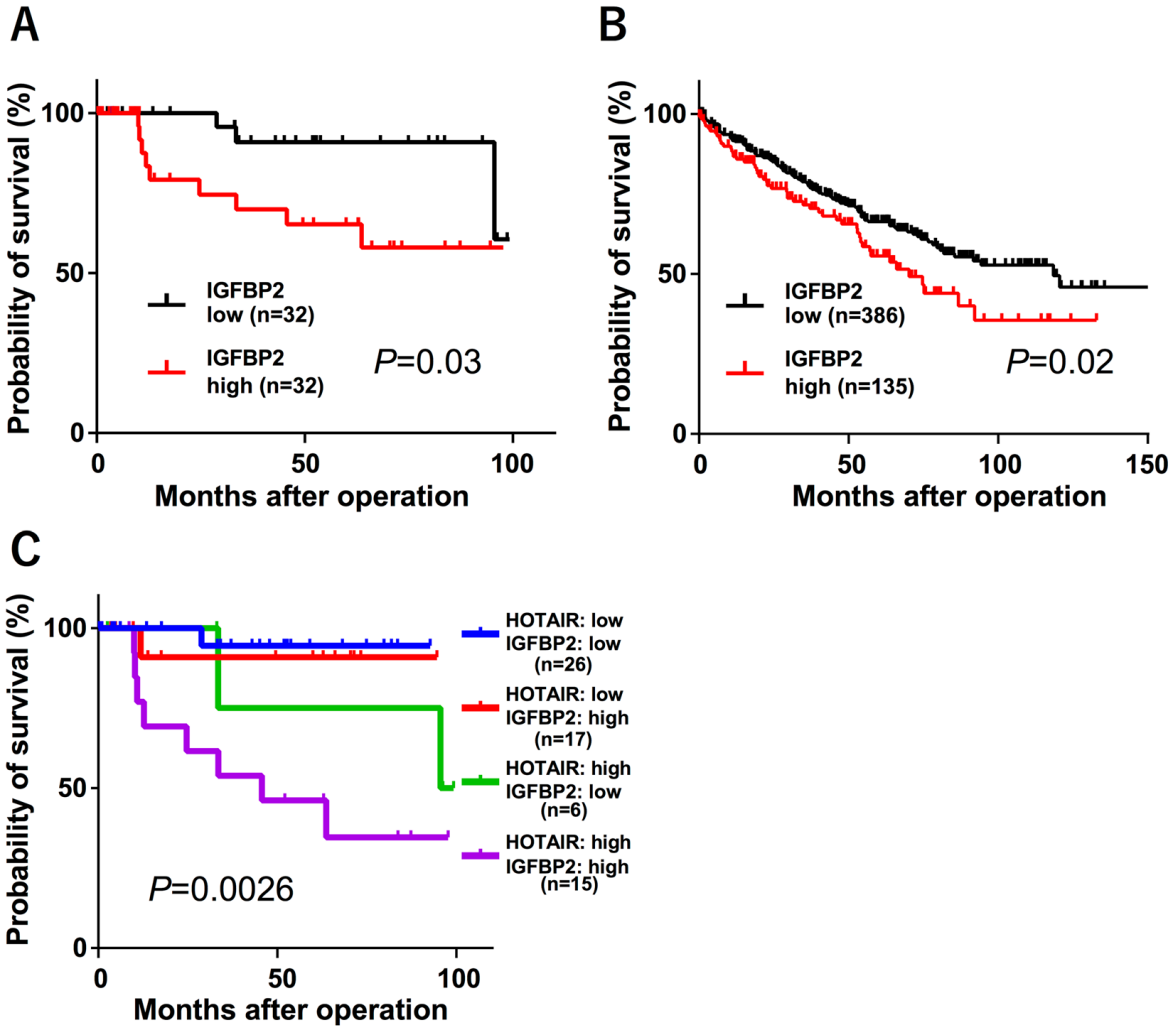
IGFBP2 is prognostic for RCC (**A**) Kaplan-Meier analysis for cancer-specific survival according to the IGFBP2 expression of in 64 RCC patients. The cut-off point was the median value in the current sample. (**B**) Kaplan-Meier curves for overall survival ratio according to IGFBP2 expression in the RCC patient dataset obtained from TCGA (n = 521). (**C**) Kaplan-Meier analysis for the cancer-specific survival rate of the four groups; differences between the groups were assessed by log-rank tests.

## Discussion

In this study, we demonstrated that HOTAIR is involved in RCC. HOTAIR-overexpressing cells grew faster in an *in vivo* tumorigenicity assay but grew at a similar rate to control cells *in vitro*, suggesting that HOTAIR is involved in colonization capacity. Tail-vein injection and orthotopic xenograft assays indicated that HOTAIR induced colonization capacity in the lung. HOTAIR was associated with distant and lymph-node metastases in RCC patients. Collectively, these data suggested that HOTAIR plays critical roles in RCC’s ability to invade and colonize. A previous study showed that HOTAIR knockdown in RCC cell lines decreased their migration *in vitro* ^20^, which is compatible with our present study.

We also demonstrated that the presence of both HOTAIR and IGFBP2 in RCC is a prognostic marker in RCC, suggesting that the HOTAIR-IGFBP2 axis may represent a specific therapeutic target for RCC. Because the HOTAIR^low^-IGFBP2^high^ group had a better prognosis than the HOTAIR^high^-IGFBP2^high^ group, we speculate that HOTAIR-dependent IGFBP2 expression is important for the progression of RCC. IGFBP2 overexpression is well documented in tumors, including glioma^21^, breast cancer^22,23^, ovarian cancer^24^, prostate cancer^25^, colorectal cancer^26^, gastric cancer^27^, lung cancer^28^, leukemia^29^, and astrocytoma^30^. Recent studies implicate elevated IGFBP2 in a shorter overall survival time^31–33^. In glioma cells, IGFBP2’s interaction with integrin alpha 5 is essential for cell mobility^18^, and the IGFBP2/integrin/ILK/NF-κB signaling pathway drives cancer progression *in vivo* ^34^. Although the precise molecular mechanisms of cell invasion in RCC are unknown, IGFBP2 may be critical for this progression.

Several reports suggest that HOTAIR affects the expression of numerous genes involved in various cellular functions, especially those related to epithelial-mesenchymal transition (EMT)^7^. HOTAIR acts in esophageal squamous cell carcinoma by activating the Wnt/β-catenin signaling pathway^12^. In gastric cancer, inhibiting HOTAIR reverses the EMT process and reduces invasiveness mediated by MMP1 and MMP3^35^. In breast cancer, TGFβ1 treatment induces EMT *via* HOTAIR expression^36^. In the present study, we found that HOTAIR expression did not affect EMT-related genes (Supplementary Fig. S5). On the other hand, several reports indicate HOTAIR’s involvement in pathways unrelated to EMT. Suppressing HOTAIR upregulates the HOXA5 level and downregulates MMP2 and MMP9, which are critical players in tumor invasion and metastasis^37^. A recent report demonstrated that HOTAIR’s targets, including EMT-related genes, strongly depend on the type of cancer cell in urothelial cancer^38^. Collectively, HOTAIR primarily affects cell migration in RCC not *via* EMT signaling, but rather through an IGFBP2-related pathway, although it is not clear how HOTAIR regulates IGFBP2 expression.

Here, we newly identified IGFBP2 as a downstream molecule of HOTAIR, which is involved in the migratory capability of RCC cells. Our findings suggest that the HOTAIR-IGFBP2 axis plays critical roles in the progression of RCC, and presents a novel therapeutic target for advanced RCC treatment.

## Materials and Methods

### Ethics statement

This study was conducted according to the principles expressed in the Declaration of Helsinki and was approved by the Ethics Committees at the Miyagi Cancer Center Research Institute (Natori, Japan). Experimental protocols involving animals were approved by the Miyagi Cancer Center Animal Care and Use Committee.

### Clinical samples

Sixty-four RCC samples and their corresponding normal renal tissues were obtained from patients who underwent nephrectomy or partial nephrectomy at the Miyagi Cancer Center between 2007 and 2015. All specimens ware immediately frozen and stored at −80 °C until RNA extraction. The Institutional Review Board of the Miyagi Cancer Center approved this study protocol, and each patient provided informed, written consent. No patient received any neoadjuvant therapy, such as molecularly targeted therapy, before surgery. All tumor tissues were diagnosed pathologically as clear cell RCC. The significance of differences between two groups was estimated by Fisher’s exact test.

### Validation with TCGA data

Clinical and pathological data were manually extracted from reports downloaded from the TCGA Data Portal (https://gdc-portal.nci.nih.gov/); gene expression profiles and clinical data from 521 patients with clear cell renal carcinoma were available from the website. Tumors with HOTAIR expression of at least 0.3 FPKM (fragments per kilobase of exon per million fragments mapped) were classified as high HOTAIR, and those with less than 0.3 FPKM as low HOTAIR. Tumors with IGFBP2 expression of at least 6 FPKM were classified as high IGFBP2, and those with less than 6 FPKM as low IGFBP2. The Kaplan-Meier method for gene expression-specific survival analysis was performed using package “survival” in statistical computing language R, and the statistical significance of survival curves between different expression levels (high- and low-) was evaluated by log-rank test.

### RNA preparation, cDNA synthesis, and quantitative real-time RT-PCR

Total RNA was extracted from frozen samples and RCC cell lines by ISOGENE (Nippon Gene, Tokyo, Japan) according to the manufacturer’s protocol. For all samples, cDNAs were synthesized from 1.0 μg of total RNA with the PrimeScript 1st Strand cDNA Synthesis Kit (TaKaRa Bio, Shiga, Japan) following the manufacturer’s protocol.

HOTAIR expression was quantified as previously described^39^. The primer sequences used: for GAPDH, F 5′-TGAAGGTCGGAGTCAACGG-3′ and R 5′-AGAGTTAAAAGCAGCCCTGGTG-3′; for HOTAIR, F 5′-GGTAGAAAAAGCAACCACGAAGC-3′ and R 5′-ACATAAACCTCTGTCTGTGAGTGCC-3′; and for IGFBP2, F 5′-AGCCCAAGAAGCTGCGACCAC-3′ and R 5′-CTGCCCGTTCAGAGACATCTTGC-3′. HOTAIR expression was normalized to GAPDH expression in each sample. The HOTAIR expression in each RCC was determined relative to that in the corresponding normal renal tissue.

### Cell lines and cell culture

Three clear-cell RCC cell lines (ACHN, A498, and Caki-1) were obtained from the Japanese Cancer Research Resources Bank, Tokyo, Japan (JCRB). The cells were maintained in Dulbecco’s Modified Eagle’s Medium (DMEM, Gibco/Life technologies, Carlsbad, USA) with 10% FBS and 1% penicillin-streptomycin. The cells were incubated in a humidified incubator at 37 °C and 5% CO_2_.

### Retroviral transfection

Human HOTAIR cDNA (obtained from Addgene, Cambridge, MA, USA) was amplified by PCR and inserted into the pBabe-hygro vector (pBabe-HOTAIR). The recombinant retrovirus was produced with the Platinum-A packaging-cell line (Plat-A, kindly provided by Prof. Kitamura, Tokyo University) as described previously^40^. Briefly, Plat-A cells were transfected with pBabe-HOTAIR or a pBabe-hygro empty vector (EV). Fugene 6 (Roche Applied Science) and Opti-MEM I (Gibco/Life Technologies Co.) were added following the manufacturer’s protocol. The retrovirus-containing supernatant was collected 48 h after transfection and passed through a 0.45-μm filter. ACHN cells were infected with the recombinant retroviruses and then selected with hygromycin.

### siRNA transfection

The HOTAIR siRNAs #1 (FLJ41747HSSS160170), #2 (FLJ41747HSSS160171), the IGFBP2 siRNAs #1 (HSS142627) and #2 (HSS142629), and non-silencing control siRNA (12935–300) were purchased from Invitrogen (Carlsbad, CA, USA). The siRNA transfections were performed using Lipofectamine RNAiMAX Reagent (Life Technologies, Carlsbad, CA, USA) in antibiotic-free medium for 48 h. The efficiency of siRNA knockdown was confirmed by real-time PCR (HOTAIR and IGFBP2) and western blotting (IGFBP2).

### Cell-proliferation assay

Cell proliferation was detected with the Cell Counting Kit-8 (CCK-8) from Dojindo Laboratories (Kumamoato, Japan) according to the manufacturer’s protocol. Cells were seeded in 96-well plates (1 × 10^3^ cells per well) in normal cell-growth medium. The relative numbers of viable cells at 0, 24, 48, 72, and 96 h of incubation were assessed according to the absorbance of optical density at 450 nm detected by microplate reader (VersaMax, Molecular Devices, Sunnyvale, CA, USA).

### Two-chamber assay

Cell migration was assessed using a two-chamber assay with a cell-culture insert (8-μm pore size, BD Biosciences, San Jose, CA, USA) in 24-well plates. Cells (5 × 10^4^) were plated in each insert in serum-free medium. The bottom well contained medium with 10% FBS. After 48 h, the bottom of the insert was stained with Diff-Quick (Dade Behring Inc, Newark, DE, USA), and the cells that had invaded through the membrane to the lower surface were counted.

### Wound-healing assay

Cells were seeded in 24-well plates in normal cell-growth medium, incubated until confluent, and treated with 5 μg/ml mitomycin C (Wako, Osaka, Japan) for 3 h. A yellow pipette tip was used to make a straight scratch, simulating a wound. The medium was changed to serum-free medium. After a 24 h incubation, the area occupied by cells that had migrated into the scratch area was measured using ImageJ software.

### Western blotting

Western blotting was performed as previously described with minor modifications^39^. In brief, whole-cell lysates were prepared in RIPA buffer supplemented with a proteinase-inhibitor cocktail. The lysates were clarified by centrifugation, the supernatant was boiled, and separated by SDS-PAGE. The following antibodies were used for western blots: anti-α-tubulin (Santa Cruz Biotechnology, Santa Cruz, CA, USA, B-5–1–2) and anti-IGFBP2 (Santa Cruz Biotechnology, Santa Cruz, CA, USA, C-18).

### Animals

Six-week-old female NOG mice were purchased from the Central Institute for Experimental Animals (CIEA, Kawasaki, Japan). The mice were housed in a cleanroom at the animal care facility at Miyagi Cancer Research Center with standard temperature, humidity, and timed lighting, and given mouse chow/water ad libitum.

### *In vivo* proliferation assay by subcutaneous injection

NOG mice were given subcutaneous injections of 1.0 × 10^4^ ACHN cells transfected with a HOTAIR-overexpression (n = 8) or empty vector (n = 8) with 0.2 ml PBS. Tumors were measured weekly with a digital caliper, and tumor volume was calculated using the modified ellipsoid formula 1/2 (length × width^2^). The animals were sacrificed 8 weeks after the injection.

### *In vivo* metastasis assays by orthotopic xenograft and tail-vein injection

For *in vivo* experimental metastasis assays, 1 × 10^4^ ACHN-HOTAIR (n = 4) or ACHN-EV (n = 4) cells were injected into the tail vein of NOG mice. The mice were sacrificed 24 weeks later, and pulmonary nodules were assessed macroscopically and microscopically. The harvested organs were processed into paraffin-embedded sections, stained with HE, and examined pathologically to confirm the presence of metastatic lung tumors. In orthotopic xenograft implants, 1 × 10^5^ ACHN-HOTAIR (n = 4) or ACHN-EV (n = 3) cells in 20 μl matrigel were injected into the subcapsular area of the left kidney of the NOG mice. The mice were sacrificed 14 weeks later and the lungs were collected and analyzed. Pulmonary nodules were counted under a microscope.

### Microarray analysis

A microarray analysis was performed to search for genes regulated by HOTAIR. We used the SurePrint G3 Human GE 8 × 60 K Microarray (Agilent Technologies, Santa Clara, CA, USA) to profile the gene expression in control and HOTAIR-overexpressing ACHN cells. The obtained gene expression data were expressed in logarithmic scale, and heat maps were generated using the rank product algorithm^41^. The analyses were performed using R software. The dataset was uploaded to the Gene Expression Omnibus (GEO) database (GSE100107).

### *In situ* hybridization by RNAscope

*In situ* hybridization for HOTAIR was performed using the RNAscope 2.5 HD assay kit according to the manufacturer’s protocol (Advanced Cell Diagnostics, Hayward, CA, USA)^42^. In brief, formalin-fixed, paraffin-embedded 7-μm tissue sections were deparaffinized and pretreated with protease for hybridization with HOTAIR target mixture probes. After hybridization, a series of signal-amplification steps were hybridized to the target probes followed by color development with Fast Red. Positive staining was identified as red punctate dots in the cell. Negative control probes (DapB) and positive control probes (PPIB) were also tested for each slide to check the quality of hybridization.

### Immunohistochemistry

For IGFBP2 immunostaining, paraffin-embedded, formalin-fixed 3-μm tissue sections from human RCC patients were deparaffinized in xylene and rehydrated by washing with a series of ethanol dilutions and distilled water. Heat-induced epitope retrieval was performed by microwaving the sections in a pH-9.0 target-retrieval solution (Dako, Produktionsvej, Denmark). Endogenous peroxidases were blocked with 0.3% H_2_O_2_. The sections were incubated with anti-human IGFBP2 for 12 h (1:1,000) at 37 °C, then with mouse LINKER (Dako) for 15 min, followed by incubation with the secondary antibody and development with 3,3′-diaminobenzidine (DAB) chromogen (EnVision Detection Systems Peroxidase/DAB, Rabbit/Mouse, Dako).

### Statistical analysis

All data from both *in vitro* and *in vivo* analyses were analyzed for statistical significance by Mann-Whitney *U* test, and *P* < 0.05 was considered significant. All statistical analyses were performed using JMP 11 (SAS Institute, Cary, NC, USA) and GraphPad Prism software (Version 6.05; GraphPad Software Inc., La Jolla, CA, USA).

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Long non-coding RNA HOTAIR promotes cell migration by upregulating insulin growth factor–binding protein 2 in renal cell carcinoma
**Source:** Sci Rep. 2017 Sep 20;7:12016. doi: 10.1038/s41598-017-12191-z
**Supplement:** Supplementary file 1 — Supplementary Information

**Long non-coding RNA HOTAIR promotes cell migration by upregulating insulin growth factor–binding protein 2 in renal cell carcinoma**

Hiromichi Katayama<sup>1,6</sup>, \*Keiichi Tamai<sup>1</sup>, Rie Shibuya<sup>1</sup>, Mao Nakamura<sup>2</sup>, Mai Mochizuki<sup>1</sup>, Kazunori Yamaguchi<sup>2</sup>, Sadafumi Kawamura<sup>3</sup>, Tatsuo Tochigi<sup>3</sup>, Ikuro Sato<sup>4</sup>, Takamasa Okanishi<sup>5</sup>, Kunie Sakurai<sup>5</sup>, Wataru Fujibuchi<sup>5</sup>, Yoichi Arai<sup>6</sup>, Kennichi Satoh<sup>1</sup>

Correspondance: Keiichi Tamai

Address: 47-1, Nodayama, Medeshimashiode, Natori-city, Miyagi-ken, 981-1293, Japan

**SUPPLEMENTARY FIGURES**

**Supplementary Figure S1**

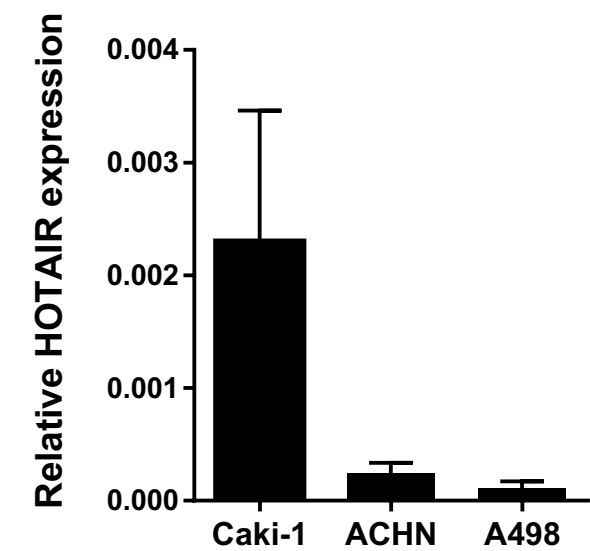

**Supplementary Figure S1.** HOTAIR expression in three human renal-cell carcinoma cell lines.

Supplementary Figure S2

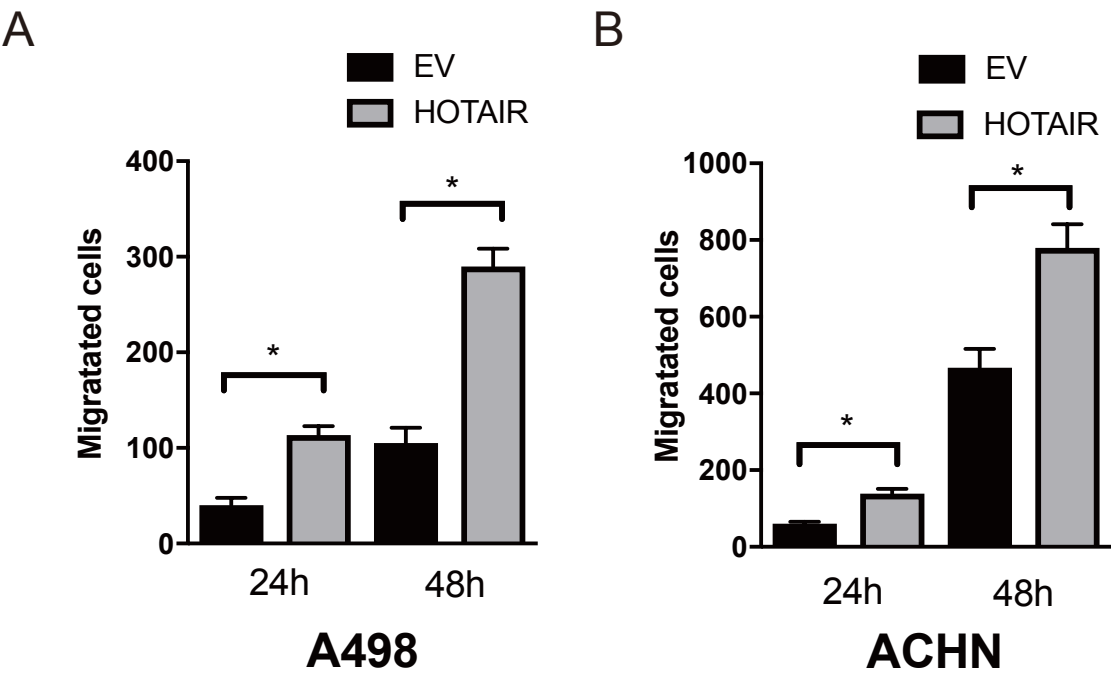

Supplementary Figure S2. Time-course analysis of trans-well migration assays using control (EV) and HOTAIR-overexpressing (A) A498 and (B) ACHN cells. \* $P < 0.01$ .

Supplementary Figure S3

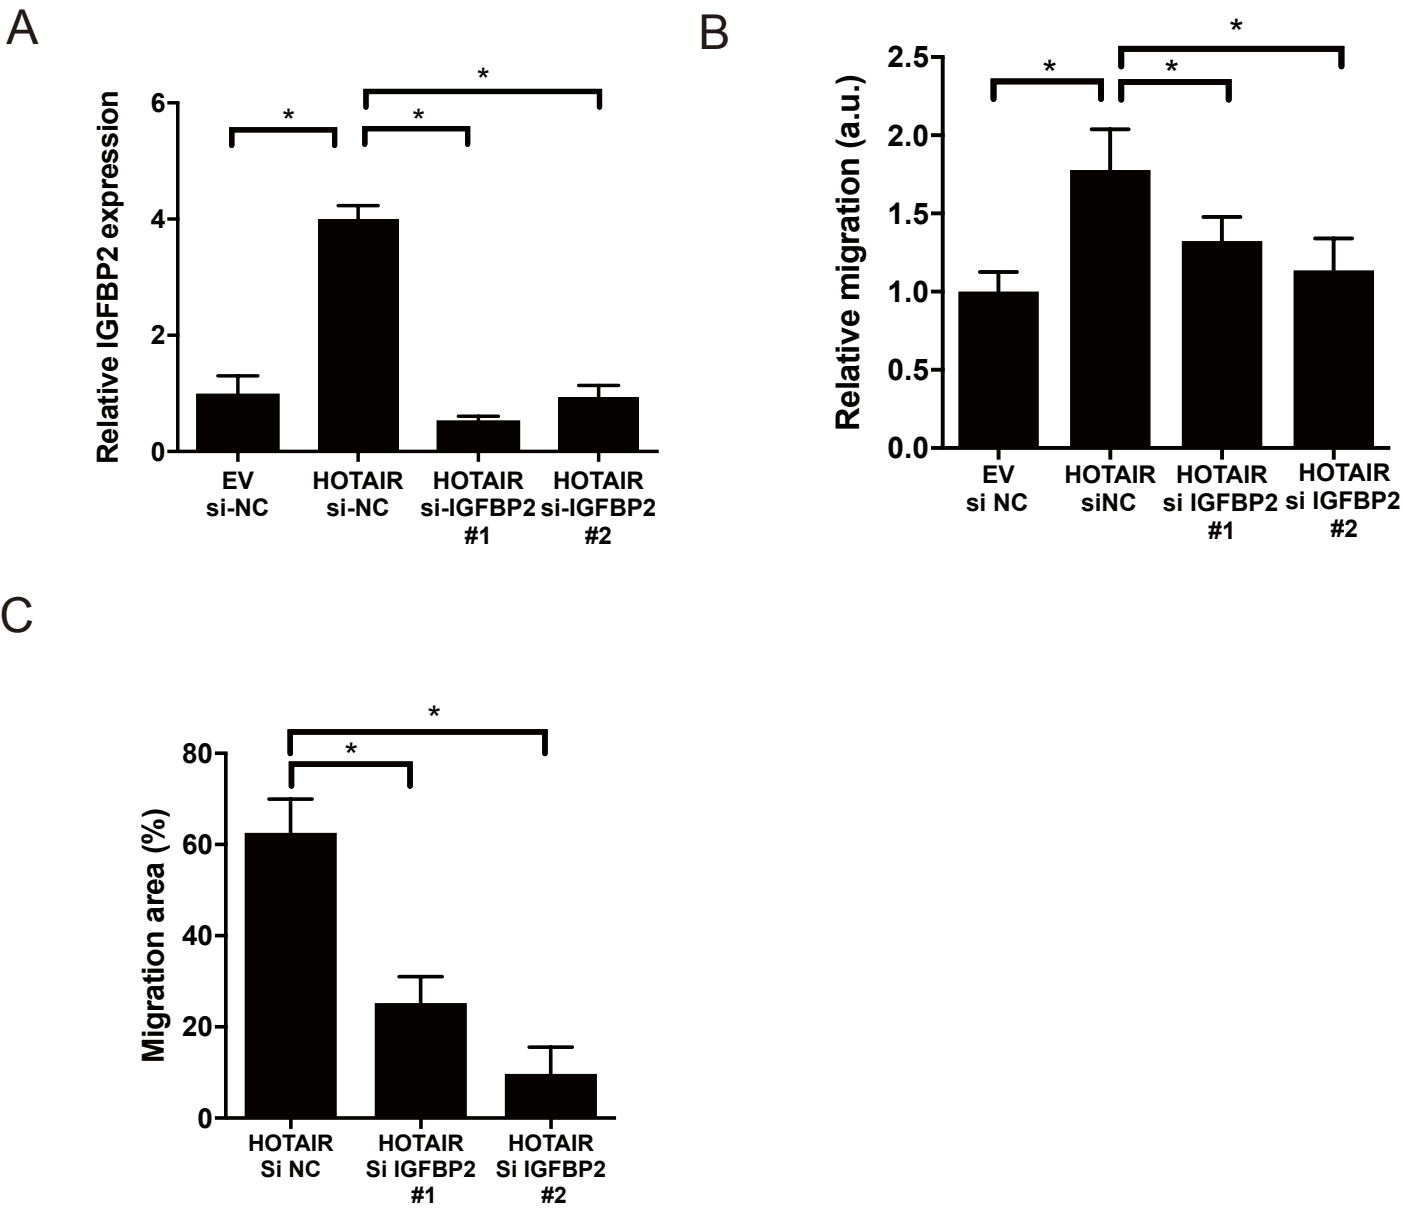

Supplementary Figure S3

Analysis of HOTAIR-overexpressing A498 cells transfected with a non-silencing control siRNA or an siRNA against HOTAIR, showing (A) IGFBP2 expression, was analyzed by real-time PCR in A498 cells., (B) Two-chamber migration assays in A498 cells. , and (C) Scratch assays.  $*P < 0.01$ .

Supplementary Figure S4

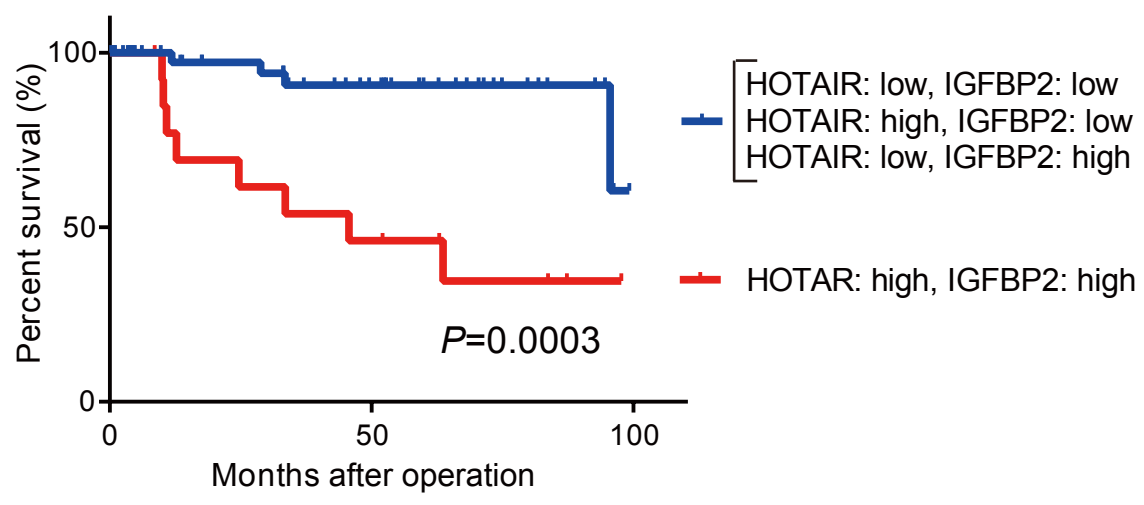

Supplementary Figure S4

Kaplan-Meier analysis for cancer-specific survival in 64 RCC patients (Fig. 6A and C) when analyzed for two groups, . The data in Fig.6 was re-analyzed for two groups (HOTAIR-high/IGFBP2-high and all other populations). Differences between these two groups were assessed by log-rank tests.

## Supplementary Figure S5

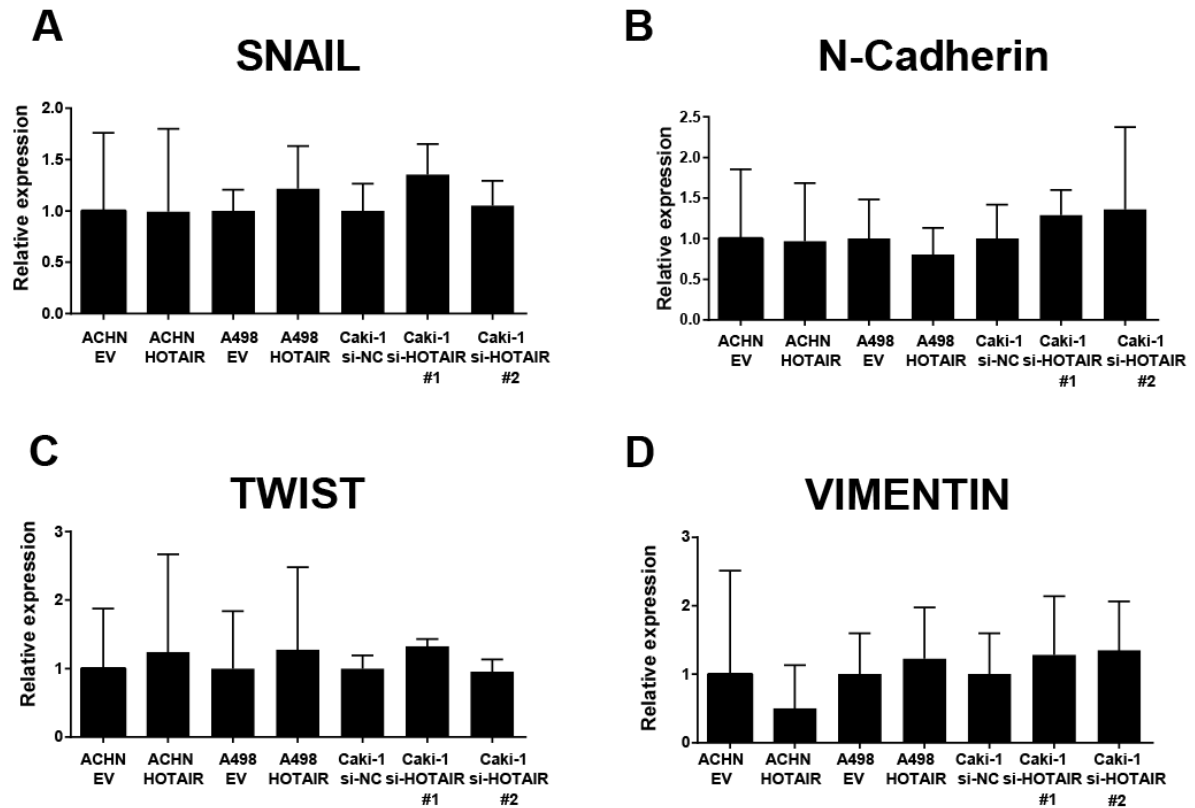

**Supplementary Figure S5.** Real-time PCR analysis showing the expression of EMT-associated genes in HOTAIR-overexpressing and control RCC cells. EV, empty vector.

## Supplementary materials and methods

### Real-time PCR

Real-time PCR was performed as described in main text. The primer sequences used: for SNAIL, F 5'- GCTGCAGGACTCTAATCCAGA-3' and R 5'- ATCTCCGGAGGTGGGATG-3'; for N-Cadherin, F 5'- CTCCATGTGCCGGATAGC-3' and R 5'- CGATTTCACCAGAAGCCTCTAC-3'; for TWIST, F 5'- AGAAGTCTGCGGGCTGTG-3' and R 5'- TCTGCAGCTCCTCGTAAGACT-3'; for VIMENTIN, F 5'- GTTCCCCCTAAACCGCTAGG-3' and R 5'- AGCGAGAGTGGCAGAGGA-3'. Expression of each gene was normalized to GAPDH expression.

Supplementary Figure S6

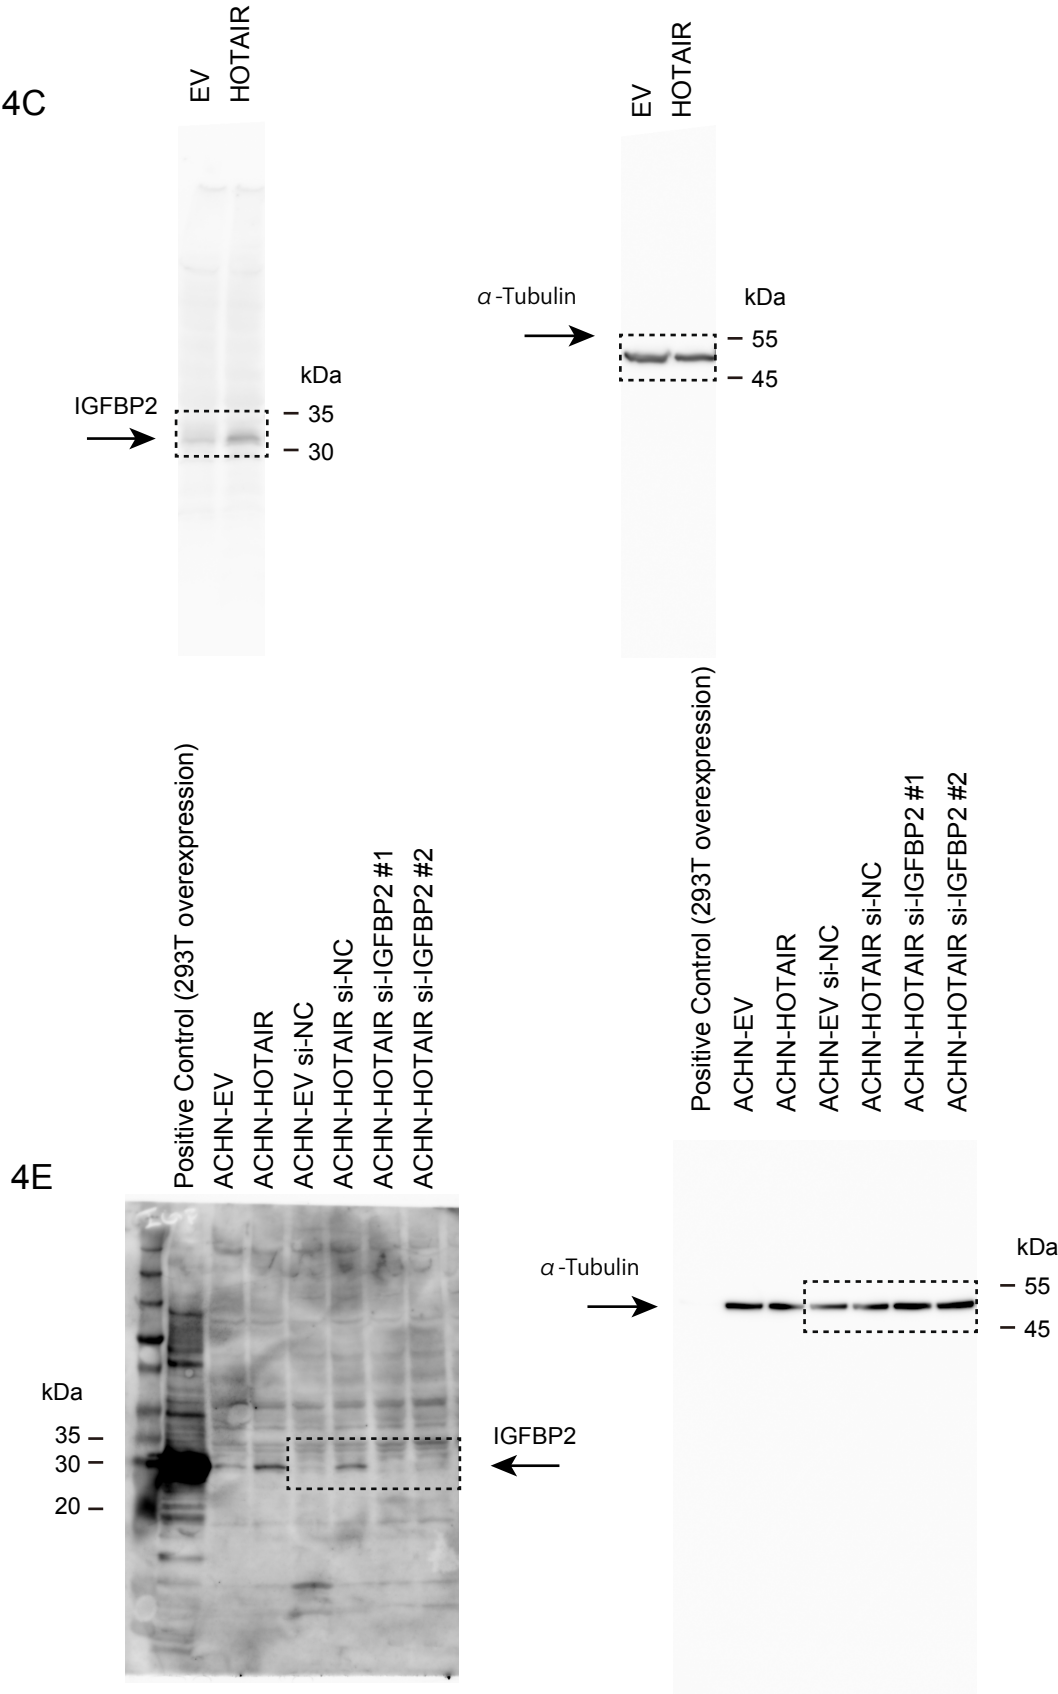

Supplementary Figure S6. Full size images of blots are shown.

How the deposited data were processed for this re-analysis (not part of the article)

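Gene expression was measured in ACHN cells transduced with an empty vector (EV, 4 samples) or with HOTAIR (3 samples), on 7 single-colour Agilent SurePrint G3 Human GE arrays, 1 sample per array. Groups and sample numbers were taken from the sample labels, which match the names in Fig. 4A. The authors extracted the images with Feature Extraction 10.7.3.1 and deposited its output for each array, in which every spot has a processed intensity (background subtracted, detrended, and with low values replaced by those of the software's error model), a raw mean intensity, the local background and the outlier, saturation and background calls. The authors also deposited a table of processed intensities for 62969 of the 62976 spots. All 440783 of its cells lay within 0.6% of the processed intensity of the same spot, so the table is linear and was not scaled between arrays. The probe annotation is on hg19. Accessions of 24826 of the 42405 probes (58.5%) matched the RefSeq gene table of GRCh38.p14, which was used for current names and neighbouring genes only, and the array's own gene names were kept otherwise.

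All computations were made with R 4.3.3 and limma 3.58.1. The log2 of the processed intensity was taken and each array's 75th percentile over the 58717 non-control spots was subtracted. Between 408 and 600 spots per array that the software had marked as outliers were left out, spots of the same probe were averaged, and 2 probes with missing values were dropped. Probes well above background on every array of at least 1 group were tested, 20419 probes with 16664 gene names. The plan set before the data were examined was to take this percentile over the probes detected on all arrays if under 50% of the probes were detected. This held for 3 of the 7 arrays (EV 2, EV 4 and HOTAIR 2) and not for the others, so the percentile over all non-control spots was kept and the other was added as an alternative, which gave 36 calls by limma in place of 34. HOTAIR was compared with EV by limma's lmFit and eBayes with Benjamini-Hochberg adjustment over all tested probes, at an adjusted p of 0.05, and with a further limit of a log2 difference of 1. The rank product was computed over the 12 comparisons of a HOTAIR array with an EV array, with 100 permutations of the values within each array and a limit of 0.05 on the percentage of false positives (pfp). It was written in R for this purpose, since no package for it was installed. Single genes were also compared by an exact permutation test of the group means over the 35 splits of the arrays into 3 and 4. For a gene with several tested probes the brightest represents the gene.

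The genes named in the text follow a rule set before the data were examined. They are the genes that the paper names in its text, its supplement or Fig. 4A, the 5 genes with the largest positive and the 5 with the largest negative log2 difference among the probes past the adjusted p whose HOTAIR arrays all lie on the same side of all EV arrays, and members of the gene lists past that threshold. Names outside the rule are given with the remark that they were chosen after their values were seen. The 5 gene lists, also fixed before the data were examined, hold targets of NRF2 (16 genes, without AKR1B10 and AKR1B15), interferon-stimulated genes (22), proliferation genes (25) and the genes of the HOXC and HOXD clusters (9 each). They were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and with fry and an estimated correlation as alternatives. AKR1C2 has no probe on the array and LOC101927156, a label of Fig. 4A, matched no probe name.

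The alternatives were normexp background correction (offset 50), quantile normalization, scaling by the median over detected probes, no filter on dim probes, a filter for probes well above background on all arrays, the deposited table without scaling, each array left out in turn, the replicate number as a block, limma's trend and robust moderation, the Mann-Whitney U test and the rank product over the 3 comparisons of same-numbered arrays. Added after the data were seen were the 75th percentile over detected probes, the main axis of variation within the groups as a covariate, limma's array weights, and a lowess correction (span 0.3) for the GC content of the probes.

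The limma comparison and the rank product were tested on simulated arrays with the group sizes, levels and spreads of the 20419 probes. The noise was drawn independently for every probe and array, so the main axis of variation within the groups was not simulated. The results below hold for such noise and for the simulated differences only. With 200 probes changed by a log2 difference of 2 or 3, limma recovered 92.5% of them with 9 false calls, and with no change simulated it called 0 probes. The rank product recovered 99 of 100 raised and 100 of 100 lowered probes, with 49 and 48 false calls, and with no change simulated it called 38 probes higher and 64 lower. With the same spread simulated for every probe, it called 0 probes with no change and 100 of 100 raised probes with 0 false calls. Its pfp therefore holds for probes of equal spread and not for the spreads of these arrays. The precision of every value is limited by the number of arrays and, for dim probes, by the background. Single-array and slide effects were not removed, since all arrays lay on 1 slide and each group in its own row.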

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

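The tests of the GC content of the probes, of the left-out arrays for the NRF2 targets, of the slide row and of other splits of the arrays were chosen after the results were seen, as were the alternatives with a covariate, with array weights and with a GC correction, while the other tests were written down before their results were seen.

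EV 2 lay apart from the other EV arrays. On the first principal component of all 7 arrays, which holds 51.8% of the variance, EV 2 had a score of 74.0 and the other EV arrays scores of -18.1, -17.9 and -8.50, so that its gap to the nearest array was 0.896 of the range of the EV group. HOTAIR 3 lay on the same side, with 21.1 against -29.4 and -21.3 for the other HOTAIR arrays, and the deviations of EV 2 and HOTAIR 3 from their group means correlated across probes at 0.619. Each array's deviations from the mean of its group's other arrays were taken in 2154 genes with probes at least 500 bases apart. Relative to the probe nearer the 3′ end, the one nearer the 5′ end fell on EV 2 (median difference -0.32) and HOTAIR 3 (-0.25). This is consistent with shorter labelled cDNA or more degraded RNA in these samples, and the test was set before its result was seen. The GC content of the probes does not account for the pattern. EV 2's deviations from the mean of the other EV arrays had an SD of 0.635. With the trend on GC content removed the SD was 0.616, and both values lay above those of every other EV array. No biological explanation was tested, because the labels name no difference within a group.

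IGFBP6 and CCND2 each had 1 EV array apart from the others. IGFBP6 had 2.54 on EV 2 and 2.57 on the other EV arrays, a gap of 0.944 of the group's narrow range, and limma did not call the gene with EV 2 (log2 difference 0.14, adjusted p = 0.983) or without it (0.13, adjusted p = 0.834). CCND2 had -2.01 on EV 1 and values from -2.28 to -2.24 on the other EV arrays, a gap of 0.856 of the range. CCND2 was lower in the ACHN-HOTAIR cells, with a log2 difference of -1.25 (adjusted p = 0.0424 by limma), and without EV 1 the difference was -1.19 with an adjusted p of 0.168 (from 0.00159 to 0.451 over the other alternatives and from 0.0342 to 0.306 over the arrays left out). Of 45 groups tested for such gaps 3 passed, where 2.25 are due to chance. No explanation was tested for these genes.

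Of the 34 probes called by limma, 25 remain when the probes of genes that the paper names and the 2 lincRNA probes next to the HOTAIR probe on its strand are set aside, 18 of them higher and 7 lower in the ACHN-HOTAIR cells. The 5 lower genes with the largest change were CCND2, CYS1 (-1.13), CD24 (-1.08), ST8SIA1 (-1.02) and RICH2, now named ARHGAP44 (-0.90). The called ST8SIA1 probe was not well above background on any HOTAIR array, and the brighter ST8SIA1 probe was not called (-0.14, adjusted p = 0.993 by limma). CCND2, CYS1, CD24 and RICH2 were each called with all arrays, but CYS1, CD24 and RICH2 lost the call when any array was left out, and CCND2 when any array other than HOTAIR 3 was left out. The adjusted p-values with an array left out were 0.0646 to 0.297 for CYS1, 0.065 to 0.306 for CD24 and 0.0638 to 0.306 for RICH2. Among the 35 splits of the arrays into 3 and 4, only 1, the real one, gave as many calls as 34, and only 1 as many as 24 at 2-fold or more; every other split gave 0. This argues against chance for these counts but cannot exclude it, since 1 of 35 is the fewest that these splits allow. The slide row cannot be told apart from the groups, and an effect of HOTAIR, of the transduction or of the separate culture of the lines stays open beside it as untested.

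The targets of NRF2, a list fixed before the data were examined, were higher in the ACHN-HOTAIR cells, with a mean log2 difference of 0.35 over 15 genes, 13 of them higher (adjusted p = 1.55e-06 by limma's camera). By fry the adjusted p was 6.63e-05 and by camera with an estimated correlation 0.014. SLC7A11 (log2 difference 0.99) was called over all probes, and 4 genes were called when adjusted over the list alone, SLC7A11, HMOX1, PIR and AKR1C3, the last 3 of which are named after their values were seen. SLC7A11 lost its call when any array other than EV 2 was left out, with adjusted p-values up to 0.215, and the list did not, with adjusted p-values from 1.31e-06 to 3.92e-05. Only 1 of the 35 splits, the real one, gave a result as large for this list, which is the fewest that these splits allow, and the same 1 split gave the smallest camera p over all 5 lists (3.11e-07, against 2.69e-05 in the other splits). The splits thus argue against chance but, with only 35 of them, cannot exclude it. The GC content of the probes does not account for the result (adjusted p = 6.65e-07 by camera with the trend removed). The axis of EV 2 and HOTAIR 3 does not either, since the higher adjusted p without one of these arrays was 3.92e-05. The list does not rest on SLC7A11 and HMOX1 alone, since the other 13 genes had a mean of 0.26 and a camera p of 0.000279. The slide row stays open and cannot be told apart from the groups, of which 0 lie in both rows. A response of NRF2 to HOTAIR is a hypothesis, and one to the transduction or to culture conditions was not tested. The list shares none of its genes with Fig. 4A, but AKR1B10, which prompted it, was picked by the paper from these arrays.

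Single spots that were bright on 1 array alone were more frequent in ACHN-HOTAIR cells. A probe was counted when its log2 signal on 1 array lay more than 4 above all 6 other arrays. There were 39, 29 and 28 such probes on the HOTAIR arrays, 96 in all, and 4, 0, 1 and 0 on the EV arrays (exact permutation test, two-sided, p = 0.0286). All 96 were probes with 1 spot on the array, as are 80.4% of all probes. Spots of the same probe were averaged, so 1 bright spot among several would seldom pass this threshold, and the comparison decides nothing. Only 1 of the 96 was among the probes tested by limma. Higher RNA of these genes is argued against by their other probes, whose median deviation on the same array was 0.091 over 33 probes. The removal of outlier spots is argued against by the counts with those spots kept, which were 13 on the EV arrays and 99 on the HOTAIR arrays. The bright spots lay close together, with a median distance to the nearest other of 3, 8.94 and 2 spots on HOTAIR 1, 2 and 3, against 19.9, 23.3 and 23.7 for spots drawn at random, and 0% of 1000 random draws were as close on any of the 3 arrays. This is consistent with marks on the slide that touch several spots. Signal spread from bright neighbouring spots stays open beside it, since the 1210 touching spots had a median deviation of 0.11, which does not decide, while 23.3% of them lay above 1, against 2.45% to 4.25% of all spots on these arrays. Why the HOTAIR arrays hold more bright spots stays open too, since the slide row cannot be told apart from the groups.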

How the results depend on the processing

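The alternatives with a covariate, with array weights, with a GC correction and with the 75th percentile over detected probes were chosen after the data were seen, and the others before the data were examined. Unless stated otherwise the cause of a change was not tested. The normexp setting also adds 50 to every intensity, which by itself lowers log2 differences, most of all for dim probes.

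IGFBP2 and HOTAIR kept their direction under every alternative and their call by limma under all but the replicate block and the Mann-Whitney U test, with log2 differences from 1.22 to 2.59 for IGFBP2 and from 1.06 to 3.84 for HOTAIR, arrays left out included. HOTAIR was not tested with the filter for probes well above background on all arrays, since it was dim on the EV arrays. The NRF2 targets kept their direction and call under every alternative, arrays left out included (mean log2 difference from 0.29 to 0.40).

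The 34 calls by limma, 24 of them at 2-fold or more, and the 52 higher and 33 lower probes by rank product changed with the background correction, the filter and the arrays used. With normexp background correction limma called 12 probes, 10 of them among the 34, and 7 at 2-fold or more, and the rank product 29 higher and 20 lower, with 3 genes of Fig. 4A among the 11 highest in place of 6. With no filter on dim probes the numbers were 14 (11 of them among the 34), 14, 19 and 13, over 42391 tested probes in place of 20419, and with the filter for probes well above background on all arrays 22 (all among the 34), 13, 29 and 18 over 19182 probes, with 3 genes of Fig. 4A. Trend and robust moderation gave 20 calls and 15 at 2-fold or more. The deposited table without scaling gave 25 calls, 21 of them among the 34, and 92% of the calls were higher in place of 79.4%, while the median log2 difference of all probes was 0.056. The covariate gave 95 calls and 46 at 2-fold or more, and array weights 324 and 74. By the Mann-Whitney U test 0 probes were called, because its smallest exact two-sided p is 0.0571, which 1572 probes reached, HOTAIR (3.71) and IGFBP2 (2.37) among them; at an unadjusted p under 0.05 it also gave 0, against 1194 by limma.

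With each array left out in turn, limma called 9 to 31 probes and 9 to 22 at 2-fold or more, with fewer arrays in each fit. The rank product gave 19 to 71 higher and 2 to 66 lower probes and 5 to 6 genes of Fig. 4A. The lowest number of calls, 9, and of lower probes, 2, came without EV 1, and the highest number of lower probes, 66, without HOTAIR 3.

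The sample numbers do not pair the arrays. The deviations from the group means correlated at 0.39 for EV 1 and HOTAIR 1, at -0.37 for EV 2 and HOTAIR 2 and at -0.41 for EV 3 and HOTAIR 3. With the replicate block, which leaves EV 4 without a partner, limma called 0 probes and 0 at 2-fold or more (1073 at an unadjusted p under 0.05), and the rank product over the 3 comparisons of same-numbered arrays gave 53 higher and 4 lower probes. The log2 differences were 3.59 for HOTAIR (adjusted p = 0.0772 by limma) and 2.38 for IGFBP2 (adjusted p = 0.127 by limma), and the interferon-stimulated list had a mean of 0.18 (adjusted p = 0.0566). The slide or the scan as a block was not run, since there was 1 slide and 1 scan.

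Among the lists, the interferon-stimulated genes (0.20) had an adjusted p of 0.0577 with an estimated correlation. The proliferation genes (-0.033) had a mean of 0.011 with the deposited table, means from -0.061 to -0.0017 with each array left out and an adjusted p of 0.0479 without HOTAIR 3. The HOXC genes (-0.010) were raised by camera with normexp (0.0076), array weights (0.022) and the GC correction (0.021), and their mean was also positive, with camera still giving them as lower, with no filter (0.080), with the deposited table (0.034), without EV 2 (0.020) and without HOTAIR 1 (0.012). The HOXD genes, lowered by camera with a mean of 0.012, were raised with no filter (0.047), the deposited table (0.056), the GC correction (0.032) and fry (0.012), had negative means with normexp (-0.011) and quantile normalization (-0.030), and their means ranged from -0.017 to 0.045 with each array left out.

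Over the alternatives for the genes named singly and for the rank of IGFBP2, 349 values kept direction and call, 27 lost the call, 1 gained it, 3 moved without a test and 10 changed sign, all of the last in genes that were not called. The changes of sign were those of the plus-strand lincRNA on chromosome 2 with normexp (0.023) and with the replicate block (0.026), of ITGB1 (0.019), ILK (0.017) and SNAI1 (0.023) with the deposited table, of ILK (0.17) and SNAI1 (0.053) with array weights, of TGFB1 (-0.041) and GAPDH (-0.0084) with the GC correction, and of CDH2 at its other probe (-0.028). With each array left out, 14 more values changed sign. The ranges were -0.21 to 0.026 for the plus-strand lincRNA on chromosome 2, -7.5e-05 to 0.37 for the plus-strand lincRNA on chromosome 6, -0.15 to 0.12 for ITGB1, -0.15 to 0.19 for ILK, -0.16 to 0.033 for NFKB1, -0.091 to 0.16 for TGFB1, -0.075 to 0.074 for SNAI1, -0.11 to 0.50 for TWIST1 and -0.017 to 0.15 for VIM.

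Signal over background limits the folds. Of the 34 called probes, 8 were not well above background on any EV array and 1 on any HOTAIR array, so their folds are bounds. The bound for HOTAIR was 2.01 with normexp and 8.97 with quantile normalization in place of 9.46.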

Differences from the paper's values

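The paper states a 6-fold higher HOTAIR level in ACHN-HOTAIR than in ACHN-EV cells by real-time PCR, while the bound from the arrays was 9.46-fold. Since this bound depends on the floor and on the background correction, it does not decide whether the array level differs from the paper's value. Of the alternatives set before the data were examined, only normexp background correction gave a bound below the paper's value (2.01-fold). The 50 that this setting adds to every intensity by itself lowers the fold of a dim probe. The bound, which is not a firm minimum, lay above the paper's value, but by no more than 1.5 times, with quantile normalization (8.97-fold) and without HOTAIR 3 (8.24-fold). It was more than 1.5 times the paper's value with median scaling (9.46-fold), no filter on dim probes (9.46-fold) and the deposited table (9.75-fold). The same held for trend and robust moderation (9.46-fold), the replicate block (9.81-fold) and any other array left out (9.03-fold to 10.4-fold). HOTAIR was not tested with the filter for probes well above background on all arrays.

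Fig. 4A shows 11 genes that the paper gives as the ones raised most by rank product. Of these, 6 were among the 11 highest genes here (HOTAIR, CPVL, UBE2DNL, AKR1B15, AKR1B10 and IGFBP2), 4 did not enter the test because they were well above background on only some HOTAIR arrays (KRT79 and the lincRNAs on chromosomes 2, 4 and 6), and LOC101927156 matched no probe name. A lincRNA at the HOTAIR locus, which is not in Fig. 4A by that name, ranked above HOTAIR. Its interval holds the HOTAIR probe on the same strand, and 1 of its probes overlaps that probe. The order of the lincRNA and HOTAIR is therefore not read as a difference between genes. With no filter on dim probes 7 of the genes of Fig. 4A were among the 11 highest, and all 10 that match a probe name were called by rank product, the lowest of them at gene rank 17. Limma with no filter called 6 of the 10.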

Other observations

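The tests of other splits of the arrays, of the spread of the probes in the rank product and of the AKR1B15 probe were chosen after the results were seen, except that the splits with array weights and the surroundings of the dim heatmap probes were written down before their results were seen.

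The rank product called 52 probes higher and 33 lower, and chance cannot be excluded for either number. A number of higher probes as large came from 2 of the 35 splits of the arrays, the other being EV 2, EV 4 and HOTAIR 3 against the rest with 192, which sets apart EV 2 and HOTAIR 3, the arrays with lower signal toward the 5′ end. A number of lower probes as large came from 13 splits. The splits were run with 10 permutations each, with which the real split gave 52 higher and 37 lower probes. On simulated arrays with no change the rank product called 38 probes higher when each probe kept its own spread and 0 when all had the same spread, which suggests that probes with a large spread enter its lists. This bears on the counts and not on HOTAIR or IGFBP2, which limma called as well.

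With the main axis of variation within the groups as a covariate, 13 of the 35 splits gave as many limma calls as the real split's 95, up to 3226, and with array weights 6 splits gave as many as its 324, up to 9300. Chance can therefore not be excluded for these larger numbers, and the values at the claims were taken without them.

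The chromosome 2, 4 and 6 lincRNAs and KRT79 of Fig. 4A were bright on only some HOTAIR arrays. A mark on the slide is 1 candidate explanation. The share of spots within 5 rows and columns that were raised by more than 1 was set against 2000 random positions on the same array. It lay at the 99.85th percentile for the chromosome 4 lincRNA on HOTAIR 2 and at 77.9 on HOTAIR 1, at 97.65 and 99.6 for the chromosome 6 lincRNA on HOTAIR 2 and HOTAIR 3, at 98.85 and 87.3 for KRT79 on HOTAIR 1 and HOTAIR 3, and at 84.8 for the chromosome 2 lincRNA on HOTAIR 1. Surroundings raised beyond 95% of random positions were thus found for 4 of the 7 bright spots and not for the others, so a mark and a difference in RNA between the samples cannot be told apart for these probes.

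The AKR1B15 probe rose by 2.67 on the log2 scale, but the array annotation also pairs it with a transcript of AKR1B10, whose own probes rose by 2.61 and 2.58. A change of AKR1B15 and binding of AKR1B10 RNA cannot be told apart, since no probe of AKR1B15 alone was found on the array.

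The other gene lists fixed before the data were examined gave little. The interferon-stimulated genes were higher in the ACHN-HOTAIR cells, with a mean log2 difference of 0.20 over 19 genes, 14 of them higher (adjusted p = 0.00107 by camera and 0.0126 by fry), and 0 genes were called, over all probes or when adjusted over the list alone. Of the 35 splits, 3 gave a result as large, so chance cannot be excluded. The proliferation genes had a mean of -0.033 over 25 genes, 11 of them higher (adjusted p = 0.189 by camera, 14 of 35 splits as large), and 0 were called either way. The paper reports no change of proliferation in ACHN cells in culture (Fig. 2D). The HOXC genes had a mean of -0.010 over 6 genes (adjusted p = 0.901 by camera, 13 of 35 splits as large), and 0 were called either way. The HOXD genes had a mean of 0.012 but a median of -0.022 over 7 genes and were lower by camera (adjusted p = 0.926, 34 of 35 splits as large), with 0 called over all probes and 1, HOXD13, when adjusted over the list alone. Chance cannot be excluded for these 3 lists, and HOXD13 is named after its value was seen.

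Of 23 further genes named in the paper's text or supplement, 16 were tested on the arrays and 0 were called by limma. Their log2 differences lay between -0.16 and 0.36, the lowest adjusted p was 0.936, and 0 had an unadjusted p under 0.05. Among them are the EMT-related genes of Supplementary Fig. S5, SNAI1 (-0.019), CDH2 (0.16), TWIST1 (0.15) and VIM (0.062), and the genes ITGA5 (0.25), ITGB1 (-0.025), ILK (-0.026), NFKB1 (-0.073), MMP1 (0.30), TGFB1 (0.016) and HOXA5 (-0.089). MMP2, MMP3, MMP9, WIF1, IGFBP5, IGF1 and IGF2 were not well above background on every array of either group and were not tested. GAPDH differed by 0.061, and by -0.0084 with the GC correction, an alternative chosen after the data were seen.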
